# Identification of candidate regulators of the response to early heat stress in climate-adapted wheat landraces *via* transcriptomic and co-expression network analyses

**DOI:** 10.3389/fpls.2023.1252885

**Published:** 2024-01-03

**Authors:** Liam J. Barratt, Sara Franco Ortega, Andrea L. Harper

**Keywords:** heat, transcriptomics, network analysis, *Triticum aestivum*, landrace, hub gene

## Abstract

**Introduction:**

Climate change is likely to lead to not only increased global temperatures but also a more variable climate where unseasonal periods of heat stress are more prevalent. This has been evidenced by the observation of spring-time temperatures approaching 40°C in some of the main spring-wheat producing countries, such as the USA, in recent years. With an optimum growth temperature of around 20°C, wheat is particularly prone to damage by heat stress. A warming climate with increasingly common fluctuations in temperature therefore threatens wheat crops and subsequently the lives and livelihoods of billions of people who depend on the crop for food. To futureproof wheat against a variable climate, a better understanding of the response to early heat stress is required.

**Methods:**

Here, we utilised DESeq2 to identify 7,827 genes which were differentially expressed in wheat landraces after early heat stress exposure. Candidate hub genes, which may regulate the transcriptional response to early heat stress, were identified via weighted gene co-expression network analysis (WGCNA), and validated by qRT-PCR.

**Results:**

Two of the most promising candidate hub genes (TraesCS3B02G409300 and TraesCS1B02G384900) may downregulate the expression of genes involved in the drought, salinity, and cold responses—genes which are unlikely to be required under heat stress—as well as photosynthesis genes and stress hormone signalling repressors, respectively. We also suggest a role for a poorly characterised sHSP hub gene (TraesCS4D02G212300), as an activator of the heat stress response, potentially inducing the expression of a vast suite of heat shock proteins and transcription factors known to play key roles in the heat stress response.

**Discussion:**

The present work represents an exploratory examination of the heat-induced transcriptional change in wheat landrace seedlings and identifies several candidate hub genes which may act as regulators of this response and, thus, may be targets for breeders in the production of thermotolerant wheat varieties.

## Introduction

The damaging effect of heat stress exposure on *Triticum aestivum* L. (bread wheat) yields is well known, with reductions between 3% and 6% being observed for every degree increase above the crop’s optimal growth temperature of 20°C (Chowdhury and Wardlaw, 1978; Kobza and Edwards, 1987; Wardlaw et al., 1989; Nagai and Makino, 2009; Ray et al., 2013; Zhao et al., 2017; Tian et al., 2018), with such heat-induced yield losses being evidenced in recent field trials (Riaz et al., 2021; Roychowdhury et al., 2023; Wang et al., 2023). These kinds of yield losses are likely to become more common in the coming years as a result of climate change and global warming, as, according to Intergovernmental Panel on Climate Change (IPCC) predictions, an increase in global mean surface temperatures of between 0.3°C and 4.8°C, compared with the prior century, are expected by 2100 (Collins et al., 2013), whereas other models predict more rapid global temperature increases, with such levels being reached by the year 2060 (Wigley and Raper, 2001; Murphy et al., 2004; De Costa, 2011). This is particularly worrying considering that global wheat consumption in 2021/2022 reached almost 800 million metric tonnes and currently accounts for 20% of the globe’s annual calorie consumption (Pfeifer et al., 2014; Food and Agriculture Organization of the United Nations et al., 2018; United States Department of Agriculture - Foreign Agricultural Service, 2023), meaning the lives, and livelihoods, of billions around the world depend on the success of the yields of this single crop.

Not only are yearly average global temperatures rising, but seasonal temperature patterns are likely to shift over the coming years, with warmer springs already being increasingly reported; for example, 10 of the 13 springs to have occurred since 2010 make up the warmest springs ever recorded, with spring 2022 ranking sixth on this list (NOAA National Centers for Environmental Information, 2022a). This trend toward increasingly warm spring months saw much of Western, Southern, and Central Europe experience record temperatures in May 2022, whereas Southern states of the USA experienced their fourth warmest May since records began in 1895 (NOAA National Centers for Environmental Information, 2022a; NOAA National Centers for Environmental Information, 2022b). Not only are average temperatures during the spring months rising globally, but unseasonal periods of extreme temperatures are expected to occur more frequently as the climate continues to change (Easterling et al., 2000; Thornton et al., 2014; Haokip et al., 2020). Evidence of such events have been observed recently, with the USA, Italy, and Turkey all experiencing periods of elevated temperature, above 30°C, in May 2020 (NOAA National Centers for Environmental Information, 2020), whereas parts of the American Midwest, such as major spring-wheat-producing state Minnesota, saw temperatures reach 38°C (NOAA National Centers for Environmental Information, 2018).

This is a pressing issue for much of the Northern Hemisphere, in addition to South Asia and the Middle East, as, in many western countries, spring wheat is often sown during March and April. The springtime sowing of seeds in these regions means warmer spring months, and increasingly prevalent periods of extreme temperatures coincide with the early vegetative development of spring wheat crops in regions of high production, such as the USA, Canada, and the United Kingdom. These countries produced over 80 million tonnes of wheat combined in 2021 (Food and Agriculture Organization of the United Nations, 2023) and so play crucial roles in global food security. Therefore, it is essential that spring wheat crops in such countries are protected against the increasingly likely threat of heat stress during early development.

The first step toward achieving this is to gain a better understanding of both thermotolerance and the heat stress response during early vegetative development. Having previously identified a candidate master hub, and three validated genetic markers, for early basal thermotolerance (Barratt et al., 2023a), the present work builds on this previous experiment, this time aiming to understand the transcriptional response to early heat stress in spring habit wheat landraces and identify candidate hub genes, which may regulate this response using weighted gene co-expression network analysis (WGCNA). Together, these works provide a comprehensive examination of early heat stress exposure in bread wheat, generating insights into how these processes may be regulated transcriptionally, and identifying genes which may be responsible for this regulation.

A handful of studies have examined the effect of heat stress on the transcriptome of wheat during vegetative development (Qin et al., 2008; Liu et al., 2015; Jin et al., 2020); however, this type of analysis paired with subsequent network analysis is less common, despite this approach enabling the identification of a small number of promising candidate genes potentially playing large regulatory roles in the stress response, reducing the time spent laboriously screening all of the identified stress-responsive genes. Similar combined approaches have been used in other contexts, however, such as to identify regulators of thermotolerance during vegetative development in wheat (Girousse et al., 2018; Mishra et al., 2021); response to heat and cold stresses, and basal thermotolerance in rice (Wang et al., 2022; Zeng et al., 2022; Boulanger et al., 2023); response to combined heat, drought, and salinity stresses in Brachypodium (Shaar-Moshe et al., 2017); and drought stress response in sugarcane (Tang et al., 2023), whilst we have previously used this combined approach to study the drought stress response in wheat (Barratt et al., 2023b). However, there are no similarly exploratory examples of this approach being used to study the heat stress response in wheat, as yet. Although one study has utilised similar approaches to identify genes that may be regulated by preexisting candidate genes under heat stress, by examining the effect of heat stress exposure on knockout mutants and wild-type plants (Tian et al., 2022), our study represents the first exploratory example of WGCNA utilisation to identify candidate hub genes which may regulate the heat stress response during vegetative development in climate-adapted bread wheat landraces.

## Materials and methods

### Plant growth conditions

The seeds used in the present work were from plants which derived from at least three generations of selfing. There were 13 accessions previously shown to be distinctively tolerant or susceptible under heat stress (Barratt et al., 2023a; **Supplementary Data Sheet 1**) sown in Levington Advance Seed & Modular F2S compost mixed with Aggregate Industries Garside Sands 16/30 sand in an 80:20 ratio, which was treated with Calypso insecticide (Bayer Crop Science Ltd., 0.083 ml mixed with 100 ml water, applied to each litre of compost). The heat stress treatment used in the present work was identical to that used previously (Barratt et al., 2023a), as it was found to significantly disrupt plant growth, without being lethal. Plants were placed into a Percival AR-75L growth cabinet with 18-h day length and respective day/night temperatures of 22°C and 16°C until the three-leaf stage. At this point, four replicates of each accession were transferred to a separate Percival AR-75L growth cabinet and exposed to 35°C/30°C (day/night) for 14 days, with all other conditions being the same as in the control cabinet. Both control and heat-stressed plants were well-watered, ensuring that the compost was kept moist with daily watering. 2-cm leaf tissue samples taken at the three-leaf stage and after 14 days of heat stress exposure were frozen in liquid nitrogen and stored at −80°C prior to RNA extraction.

### RNA extraction, sequencing, and mapping

Leaf tissue samples weighing less than 100 mg were used for total RNA extraction *via* the E.Z.N.A Plant RNA Kit (Omega Bio-Tek, GA, USA) including a DNase treatment, according to the manufacturer’s protocol. Both NanoDrop ND-1000 Spectrophotometer (Thermo Fisher Scientific, MA, USA) and Qubit 4 Fluorometer (Life Technologies, CA, USA) were used for quantification of RNA concentration, whereas Agilent Technology 2100 Bioanalyzer (Agilent Technologies, CA, USA) was used to assess RNA quality. Samples were deemed to be acceptable for use in subsequent analysis if their RNA Integrity Number (RIN) value was >7. To help control the effect of the environment on the transcriptome, prior to sequencing, we pooled acceptable RNA from at least three replicate plants per accession, per condition (pre- or post-heat stress), whereas biological replication for each treatment was provided by the different accessions. Samples were stored at −80°C and shipped on dry ice to Novogene (Cambridge, United Kingdom) for sequencing using the Illumina NovaSeq 6000 platform (Illumina, CA, USA) with a 150-bp paired-end sequencing strategy. Raw reads were trimmed using Trimmomatic v0.39 (Bolger et al., 2014) by removing leading and trailing low-quality or N bases (below quality 3), minimum length 36 bp and sliding window 4:15. FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to assess the quality of the data, then Salmon v0.8.1 (Patro et al., 2017) was used to map trimmed reads to the *Triticum aestivum* reference genome v1.1 (IWGSC RefSeq v1.1, http://ftp.ensemblgenomes.org/pub/plants/release-46/fasta/triticum_aestivum/). Salmon transcripts per million (TPM), counts, and lengths were inputted into R (version 4.1.2.; R Core Team, 2021) using TxImport (Soneson et al., 2015) for further analysis.

### Transcriptomic and differential expression analyses

There were 26 pooled RNA samples from 13 accessions (before and after heat stress, for 13 accessions) used for transcriptomic analysis. After importing transcriptome data into R using TxImport, the principal component analysis (PCA) function of DESeq2 (version; 1.36.0; Love et al., 2014) was first used to explore count data from RNA-Seq. Genes with fewer than 10 non-zero entries were then removed, leaving 75,732 genes for differential expression analysis (DEA; **Supplementary Data Sheet 2**). DEA was carried out using the DESeq2 package (version 1.36.0; Love et al., 2014) in R, whereby an additive model was used to identify genes differentially expressed between tolerant and susceptible accessions, as well as between pre- and post-stress samples. To make our selection of DEGs robust to replicate variability, we used the adaptive shrinkage function (ashr) to shrink effect sizes of genes with high dispersion values. Genes which showed a log2FC above/below 1.5/−1.5 and an FDR-adjusted *p*-value (Benjamini and Hochberg, 1995) below, or equal to, 0.05 for either of these comparisons were deemed to be tolerance or response differentially expressed genes (DEGs), respectively. The adaptive shrinkage function was employed in the ranking of genes to shrink the log fold-change estimates of genes with low counts or high dispersion (Stephens, 2017). Due to extremely low numbers of tolerance DEGs identified in the DEA, only response DEGs were studied further.

### GO term enrichment analysis

To identify gene ontology (GO) terms significantly enriched amongst upregulated and downregulated response DEGs identified *via* DEA, GO enrichment analysis was conducted. An approach, used previously (Borrill et al., 2019; Andleeb et al., 2023), was adopted to transfer GO terms to the v1.1 annotation, from the IWGSC RefSeqv1.0 genome annotation, as GO terms are only available for the v1.0 annotation. The list of genes for which GO terms can be transferred can be found in Andleeb et al. (2023). IWGSC v1.0 GO terms were read into R using the base R function readRDS() for analysis, after being retrieved from https://opendata.earlham.ac.uk/wheat/under_license/toronto/Ramirez-Gonzalez_etal_2018-06025-Transcriptome-Landscape/data/TablesForExploration/FunctionalAnnotation.rds.

GO terms that upregulated and downregulated response DEGs are annotated with were then collated into two groups, before the agriGO Singular Enrichment Analysis tool (Du et al., 2010; Tian et al., 2017) was used to conduct a Fisher’s exact test on both groups of GO terms, with the GO terms of all genes included in DEA serving as background. 0.05 was the *p*-value threshold; Hochberg (FDR) was the multi-test adjustment method (Benjamini and Hochberg, 1995), and 5 was the minimum number of mapping entries threshold. Significantly enriched GO terms had an FDR-adjusted *p*-value < 0.05. AgriGO’s DAG Drawer tool was also used to generate DAG trees for significantly enriched GO terms.

### Network construction and module detection

A single co-expression network was constructed *via* the WGCNA R package (Langfelder and Horvath, 2008; Langfelder and Horvath, 2012), using TPM data provided by Salmon. No samples were removed after clustering, but 19,965 genes were removed due to too many zero values: leaving 87,580 genes from 26 samples (13 accessions, before and after heat stress exposure) for network construction. 

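The TPM table covered 107545 genes. Over the 26 libraries, 19965 genes had no variance above the default tolerance of WGCNA and 87580 remained. Of the genes without variance, 19871 were at 0 in every library. Counting a gene as having too many zeros when it was at 0 in more than 13 of the 26 libraries would instead remove 41851 genes and leave 65694. The network itself was not rebuilt from the files.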

The blockwiseModules() function conducted blockwise network construction according to the function’s default parameters, except the following: network type = signed hybrid, maximum block size = 5000, soft threshold power = 8 (advised by the package’s authors for this number of samples, as no soft threshold power exceeded a reasonable scale-free topology fix index of 0.8), minimum module size = 30, merge cut height = 0.25. After module detection, edge and node files were created using the “exportNetworkToCytoscape()” function with a threshold of 0.1; filtering out weak connections between genes (nodes). Results of sample clustering, scale-free topology fit index as a function of the soft-thresholding power, and mean connectivity as a function of the soft-thresholding power can be found in **Figure 1**. Gene expression data after sample clustering and processing *via* WGCNA, and network construction data are available on GitHub: https://github.com/andreaharper/HarperLabScripts/.

**Figure 1:**
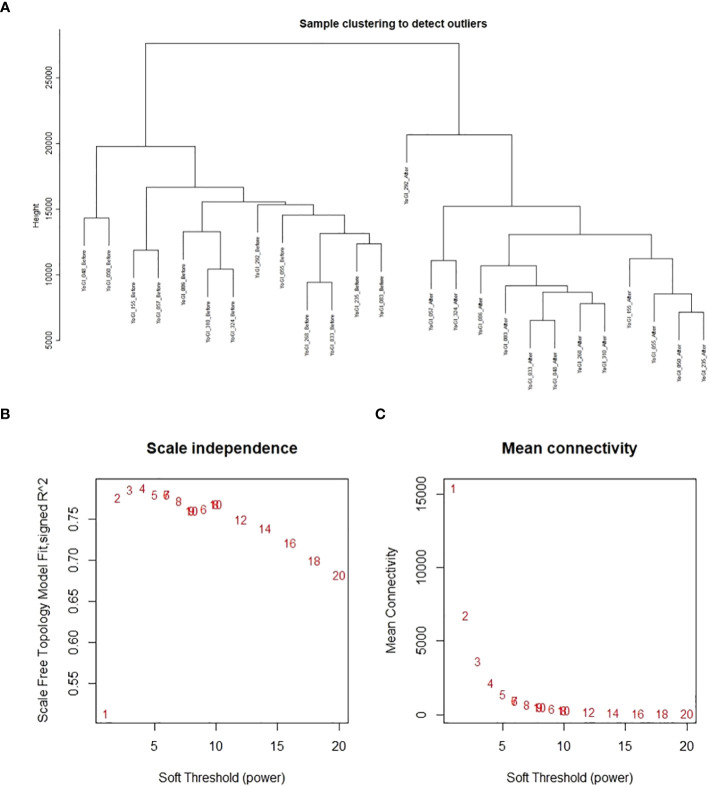
Analyses performed by WGCNA prior to co-expression network construction. Results of sample clustering **(A)**, scale-free topology fit index as a function of the soft-thresholding power **(B)**, and mean connectivity as a function of the soft-thresholding power **(C)**.

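Sample clustering was repeated on TPM with Euclidean distance and average linkage. The top split of the tree parted the 13 libraries taken before heat stress from the 13 taken after it, so that all 26 libraries lay on the side of their stage. Within the stages, the library of YoGI_292 after heat stress joined the others last, at a distance of 20667.8, and the library of YoGI_292 before heat stress was the next to join singly, at 15351. On log2(TPM + 1) all 26 libraries again lay on the side of their stage, but the last library to join was that of YoGI_057 after heat stress, which has the lowest total count. With the libraries of YoGI_062 and YoGI_078 added, all 30 lay on the side of their stage.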

### Identifying stress-associated modules

To understand the likely functions of genes within each module, GO enrichment analysis was conducted using the same approach as outlined above. Here, however, GO terms associated with genes within a module were collated and submitted to the agriGO Singular Enrichment Analysis tool, with the GO terms of all genes included in the network serving as background. All other parameters were the same as described above.

As well as this, we also conducted DEG enrichment analysis to identify which modules in the co-expression network contained a significantly larger proportion of response DEGs than expected and thus may be particularly associated with the heat stress response. To test whether a module was significantly enriched in response DEGs (observed proportion of DEGs above 8.94%), a one-proportion Z-test was used. Modules were deemed to be significantly enriched in DEGs if *p* was < 0.05.

### Network visualisation and hub identification

Degree (connection) scores were calculated for each gene, *via* either the Cytoscape network analyser tool (Assenov et al., 2008), after first visualising network modules in Cytoscape (version 3.9.1.; Shannon et al., 2003), or *via* counting the number of connections to and from each gene in the module’s WGCNA edge file using the table() function in R. The script used to calculate degree scores in R is available on GitHub (https://github.com/andreaharper/HarperLabScripts/). Visualisation and analysis in Cytoscape were used to identify hub genes in the majority of the modules; however, the edge counting method in R was used to calculate degree scores for genes in particularly large modules (containing more than ~2,000 genes), which often cannot easily be loaded, viewed, and analysed in Cytoscape. For the largest modules, the R package vroom (version 1.6.3.; https://vroom.r-lib.org) was used to read Cytoscape edge files into R for analysis.

We selected hub genes for further analysis based on their high degree scores, significant levels of differential expression, and annotated functions with potential regulatory roles. In cases where multiple genes within a module shared the highest degree score, or the highest degree-scoring genes were found not to be differentially expressed under heat stress, the highest-scoring DEG was deemed to be the hub gene. These well-connected DEGs were selected for further enquiry as they were deemed to be more likely to act as coordinators of the transcriptional response to heat stress than well-connected genes that were not differentially expressed. Where the putative function of the most well-connected DEG suggested no involvement in either the control of gene expression (be that directly as a transcription factor, or more indirectly *via* involvement in signalling pathways), or in the heat stress response/thermotolerance (for example, as a heat shock protein; HSP), other DEGs with similar degree scores, which were predicted to play such roles based on their annotation, were favoured as the candidate hub gene. If no such well-connected DEGs within a module were likely involved in such processes, the most well-connected DEG was deemed to be the module’s hub gene. Uncharacterised hub genes were studied further, as they represented novel candidates for potential regulators of the heat stress response. Orthologues of hub genes, and genes they were connected to, were identified *via* Ensembl Plants (Yates et al., 2022).

### qRT-PCR

cDNA was obtained from the RNA extracted for each one of the biological replicates of the 13 landraces (4 biological replicates, 2 treatments) of the mRNA-Seq experiment. The reaction was carried out using the ImProm-II™ Reverse Transcription System (Promega) using the manufacturer’s instruction, 1 µl of Oligo(dT)16 (5 µM) (Eurogentec Ltd, Camberley, UK) and 1µl of each RNA sample. Quantification was performed with a Nanodrop 2000 and after that, the cDNA of the 4 biological replicates were pooled in equimolar concentrations. qRT-PCR was performed for the genes TraesCS1B02G384900, TraesCS3B02G409300 and TraesCS4D02G212300 and tubulin using the primers described in Supplementary Data Sheet 7 and the iTaq Universal SYBR Green Supermix (Bio-Rad), adding 200ng of cDNA and 0.1 µM of each primes. The qRT-PCR protocol was set on QuantStudio™ 7 Pro Real-Time PCR System (ThermoFisher) as follows: 95 °C for 4.5 min, 40 cycles of 95°C for 15s and 60°C for 15s. The melting curve was performed by initially heating in a 4.5°C/s ratio up to 95°C and maintaining for 10s reducing the temperature to 3.44°C/s up to 60°C and heating in a 0.15°C/s to 95°C kept for 10s with fluorescence measurement in the last step of the PCR and melting curve. The relative expression between after- and before-heat samples was calculated using the delta-delta Ct method using tubulin as the reference.

## Results

### Transcriptome sequencing and quantification

An average of 49,798,391 reads were obtained from each sample (minimum of 39,938,210 and maximum of 60,591,112) with an average of 92.5% of reads with Q30 and a GC content of 54.9. After trimming, an average of 2,888,493 reads were kept for each sample. An average of 71.5% of the trimmed reads mapped against the wheat genome. 

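The sequenced RNA came from leaves of 13 wheat landraces, 7 of them classed as tolerant of heat stress and 6 as susceptible. Each accession gave 1 library before heat stress, from plants grown at 22°C by day and 16°C by night, and 1 library after 14 days at 35°C and 30°C. Each library pooled RNA from at least 3 plants, so the accession is the replicate and the libraries of an accession form a pair. Heat stress and 14 days of growth go together in this comparison, since there is no library from unheated plants of the later age. The deposited tables hold the estimated counts, TPM and transcript lengths that Salmon gave for 107545 genes, and the counts were rounded to whole numbers for testing. The total count had a median of 16928273 per library before heat stress (range 14772590 to 22264518, n = 13) and of 16836056 after it (range 1655686 to 21245930, n = 13). The lowest total was that of YoGI_057 after heat stress, and the next lowest of that stage was 14052941. The paper states means of 49798391 reads per sample and of 2888493 reads after trimming, and all values given here use the total counts. The tables also hold YoGI_062, with total counts of 21127939 before and 16705914 after heat stress, and YoGI_078, with 21957280 and 15519433. The paper states that its 13 accessions were chosen because earlier work had found them clearly tolerant or susceptible. Its text does not mention these 2 accessions, which have no tolerance class. A count of 0 allowed a level of up to 0.135 to 1.812 CPM across the libraries, a limit that covers counting error only. Genes were tested with edgeR's quasi-likelihood test and TMM factors, with tolerance class as a further term. The test covered the 68639 genes above 0 in at least 10 of the 26 libraries. Its model had no term for accession, so its p-values do not use the pairing. Response DEGs had an adjusted p of at most 0.05 and an absolute log2FC above 1.5. More genes were detected after heat stress (median 67854) than before it (median 62878), and this held in 12 of 13 accessions (exact paired permutation test over 8192 sign patterns, two-sided p = 0.00806).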

Raw data and Salmon outputs are publicly available in the Gene Ontology Repository (accession number: GSE23236). DESeq2 was used to variance-stabilize counts from all 26 samples, before the 500 most variable genes were assessed *via* principal component analysis (PCA; **Figure 2A**). PC1 and PC2, combined, explained 37% of the total variance, with clear distinction between samples taken before and after heat stress exposure being apparent on PC1 (which explained 27% of the observed variation). 

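PC1 explained 25.99% and PC2 10.18% of the variance of the 500 most variable genes after variance stabilization blind to the design, 36.18% together. All 13 libraries taken after heat stress lay between -32.65 and -8.66 on PC1 and all 13 taken before it between 9.90 and 31.92, so the stages did not overlap. On PC2, YoGI_292 after heat stress lay lowest at -43.00, against -11.26 for the same accession before heat stress. With all 30 libraries, PC1 explained 28.49% and PC2 8.12%, and the libraries of YoGI_062 and YoGI_078 lay with their stage.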

PC2 explained a smaller proportion of the total variation (10%) and provided some separation between samples, likely relating to variation in each accession’s geographical point of origin.

**Figure 2:**
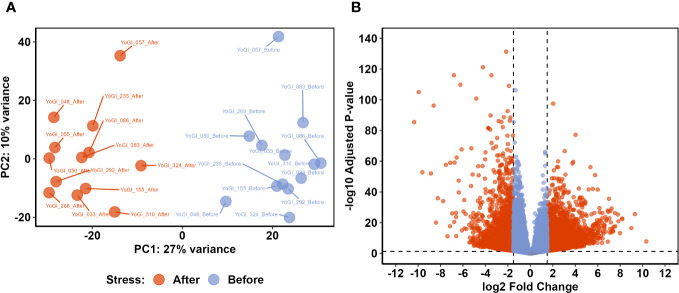
Comparative transcriptomic analysis identified a shift in the wheat transcriptome after exposure to early heat stress. Principal component analysis (PCA) of variance-stabilised counts from all 26 samples **(A)** showed clear separation between the two groups on PC1. Differential expression analysis identified 7,827 DEGs with significantly different expression before and after exposure to early heat stress **(B)**. Dashed lines indicate DEG thresholds: vertical lines represent the log2FC thresholds of ±1.5, whereas horizontal lines represent the *p*-value threshold of 0.05. DEGs which met these criteria are beyond these threshold lines, coloured red.

### Identification of DEGs and comparative transcriptomic analysis

To identify genes which may be involved in the heat stress response and basal thermotolerance, we employed DEA *via* DESeq2 (Love et al., 2014). The analysis identified 7,827 genes which were significantly differentially expressed before and after heat stress exposure (response DEGs; **Supplementary Data Sheet 3**), as well as 93 genes which were differentially expressed between tolerant and susceptible accessions (tolerance DEGs; **Supplementary Data Sheet 3**). 

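Genes changed in both directions after 14 days of heat stress, and more rose than fell. Over the 26 libraries, 6705 genes were upregulated and 3285 downregulated at an adjusted p of at most 0.05 and an absolute log2FC above 1.5 in edgeR's quasi-likelihood test, 67.12% of them upregulated. Among the genes that changed the same way in all 13 accessions and had a mean of at least 5 CPM, the largest rises were those of TraesCS2A02G534600 and TraesCS2A02G034300. TraesCS2A02G034300 rose from a median count of 3 (range 0 to 185, n = 13) to one of 4772 (range 77 to 22913, n = 13), a log2FC of 8.42 (standard error 1.07, adjusted p = 6.18e-07, and 9.44 without YoGI_086). TraesCS2A02G534600 had no count in any library before heat stress. Over the 13 accessions together it was at least 674-fold higher after it on the TMM scale, with 3 counts over the 13 libraries as the floor (adjusted p = 0.000215 in the same test). Its counts after heat stress ranged from 1 to 769 (median 158, n = 13), so the rise in single accessions can rest on 1 count. Without YoGI_292 the bound was 481-fold. The largest falls were those of TraesCS5D02G054400, from 50.8 ± 12.4 to 0.0259 ± 0.0428 CPM (SD, n = 13, log2FC -10.46, standard error 0.356, adjusted p = 1.75e-16 from edgeR), and of TraesCS5B02G048600, with a log2FC of -10.03 (standard error 0.379, adjusted p = 1.14e-15). The files give no names for these 4 genes. The model of these counts did not use the pairing of libraries. With the accession as a block, 7702 genes were upregulated and 3175 downregulated. Over all 15 accessions, which include YoGI_062 and YoGI_078, 7483 genes were upregulated and 3779 downregulated. With library sizes alone in place of TMM, which shifts the median log2FC of all genes from 0.07 to 0.53, the split was 11251 against 1858. Testing against the fold threshold itself with glmTreat left 1768 upregulated and 960 downregulated genes, and filterByExpr, which tests fewer genes, left 3864 and 2419.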

Of the response DEGs, 5,384 were significantly upregulated after heat stress exposure, whereas 2,443 were significantly downregulated (**Figure 2B**). 

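Few genes passed the test between tolerant and susceptible accessions, and chance cannot be excluded for their number. In edgeR's quasi-likelihood test, 10 genes were higher in tolerant and 5 higher in susceptible accessions at the thresholds used for the response. This test counts both libraries of an accession as independent, so its p-values are too small. Of 100 choices of 7 of the 13 accessions, the real one included, 77 gave at least 15 genes. TraesCS7B02G486500 had 28.5 ± 29.2 CPM (SD, n = 14 libraries of 7 accessions) in tolerant and 0.934 ± 0.49 CPM (SD, n = 12 libraries of 6 accessions) in susceptible accessions, a log2FC of 4.94 (standard error 0.836, adjusted p = 0.0225 from edgeR). TraesCS2A02G556100 had a log2FC of 4.68 (standard error 0.746, adjusted p = 0.0179). In the other direction, TraesCS7B02G476000 was at 0 in 12 of 14 tolerant and 2 of 12 susceptible libraries (log2FC -7.14, standard error 1.14, adjusted p = 0.0179), and TraesCS5A02G208600 in 11 of 14 and 3 of 12 (log2FC -5.84, standard error 0.907, adjusted p = 0.0179). The files give no names for these genes, and YoGI_062 and YoGI_078 have no tolerance class and could not be added. DESeq2 gave 49 genes higher in tolerant and 51 higher in susceptible accessions, while summing the libraries of each accession, or testing only 1 stage, gave none in either direction with edgeR (2108 genes at an unadjusted p under 0.05 when summed, 2795 before and 2551 after heat stress). Without YoGI_086 the counts were 3 and 3, and without YoGI_033 they were 13 and 17.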

There were 41 tolerance DEGs expressed at significantly higher levels in tolerant accessions, whereas 52 tolerance DEGs were expressed more in susceptible accessions. The total number of tolerance DEGs was almost 100-fold less than the total number of response DEGs, and so response DEGs became the main point of inquiry in the subsequent analyses.

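Whether the response itself differed between tolerant and susceptible accessions was tested with a term for tolerance class by heat stress. No gene passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, with 2348 genes at an unadjusted p under 0.05, and DESeq2 gave 7. On simulated data with the same numbers of libraries, the same test recovered 55.1% of genes whose response differed by 4-fold. It recovered 7.9% of those that differed by 2-fold. Each simulated library was drawn independently, without an accession effect, and genes of low mean level were not among those changed. These rates therefore do not cover genes at low counts or the likeness of the libraries of an accession. From the number of tolerance DEGs, the paper reasons that response DEGs should be the main point of inquiry.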

To understand the likely functionalities of the genes differentially expressed under heat stress, and to examine the differences in gene functionalities between these groups, we conducted GO enrichment analysis on the two DEG groups (**Supplementary Figure 1**; **Supplementary Data Sheet 4**). We found that GO terms related to DNA damage and replication [for example; “DNA integrity checkpoint” (GO:0031570), “DNA damage checkpoint” (GO:0000077), and “DNA replication” (GO:0006260)] were significantly enriched amongst upregulated DEGs, as was the term “protein refolding” (GO:0042026). We also found an abundance of terms related to cell wall processes [for example; “Cell wall assembly” (GO:0070726) and “Plant-type cell wall organization or biogenesis” (GO:0071669)], as well terms related to both cellulose [for example; “Cellulose microfibril organization” (GO:0010215) and “Cellulose biosynthetic process” (GO:0030244)] and lignin [for example; “Lignin metabolic process” (GO:0009808) and “Phenylpropanoid metabolic process” (9.7e-05)] synthesis and organization.

However, amongst downregulated DEGs, terms related to photosynthesis were significantly enriched, for example: “Photosynthesis” (GO:0015979), “Photosynthesis, light reaction” (GO:0019684) and “Photosynthetic electron transport in photosystem II” (GO:0009772). Terms related to the drought response were also significantly enriched, for example: “Response to water” (GO:0009415) and “Trehalose biosynthetic process” (GO:0005992), as were terms related to the general stress response, for example: “Response to stress” (GO:0006950), “Response to oxidative stress” (GO:0006979) and “Response to stimulus” (GO:0050896). Similarly, terms potentially related to the salinity response, for example: “Ion transport” (GO:0006811), “Cation transport” (GO:0006812), “Ion homeostasis” (GO:0050801) and “Sodium ion transport” (GO:0006814) were also significantly enriched amongst downregulated DEGs.

### Identifying stress-associated modules

The co-expression network was consisted of 73 modules (**Supplementary Data Sheet 5**), housing 87,580 genes. Modules within the co-expression network ranged in size from 36 to 26,420 genes, whereas mean and median module size were 1,120 and 310 genes, respectively.

Modules significantly enriched in the “response to heat” (GO:0006951), “response to temperature stimulus” (GO:0009266) or “response to stress” (GO:0006950) GO terms likely contain genes involved in the response to heat stress. We found that 11 modules were significantly enriched in these, or other stress-associated, GO terms (**Table 1**), with the turquoise and yellow modules being significantly enriched, specifically, in the “response to heat” GO term. Although it was enriched in the “response to water” (GO:0009415) GO term, the black module may also contain genes involved in responding to elevated temperatures, as drought stress often occurs simultaneously with heat stress. The most significantly enriched GO term, and any significantly enriched stress-associated GO terms, in each module can be seen in **Supplementary Data Sheet 6**.

**Table 1:** A total of 11 modules significantly enriched in GO terms related to the stress response, according to GO enrichment analysis by the AgriGO v2.0 Singular Enrichment Analysis tool (Du et al., 2010; Tian et al., 2017).

Module	Enriched GO term	FDR-adjusted *p*-value
Black	Regulation of RNA biosynthetic process Response to water	6.9E-24 0.02
Brown	Amino sugar catabolic process Response to oxidative stress	9E-15 1.3E-10
Darkgreen	Multi-multicellular organism process Response to stress	9.5E-13 0.001
Darkolivegreen	Sexual reproduction Response to oxidative stress	0.0001 0.008
Green	Response to oxidative stress	1.2E-09
Lightcyan	Nucleosome organisation Response to stress	3.4E-09 0.03
Pink	Photosynthesis Cellular response to stimulus	5.8E-18 0.001
Red	Response to biotic stimulus Response to stress	3.6E-14 1.7e-05
Salmon	Protein phosphorylation Response to stress	5.9E-08 0.002
Turquoise	Translation Response to heat	9E-128 0.02
Yellow	Cellular protein localisation Response to heat	1.3E-29 0.02

The modules enriched in such GO terms are listed, as well as the most significantly enriched GO term, and the stress-associated GO term they were also enriched in, respectively. In the instances where stress-associated GO terms were the most significantly enriched term in a module, only that term is given. The FDR-adjusted Fisher exact test p-values associated with each enriched GO term are given in brackets.

To further explore which modules may be associated with the heat stress response, we aimed to identify modules significantly enriched in response DEGs, *via* DEG enrichment analysis. We found that 11 modules were significantly enriched in response DEGs (*p* < 0.05), with a one-proportion Z-test identifying that the proportion of DEGs in these modules was significantly greater than the expected proportion of 8.94% (**Table 2**). Amongst these modules, the observed proportions of DEGs ranged from 11.4% (turquoise) to 39.9% (pink).

**Table 2:** A total of 11 modules were significantly enriched in DEGs, as they contained a significantly higher proportion of DEGs than expected should the total number have been distributed across modules according to their size (8.94%).

Module	Number of genes	Observed percentage of DEGs	Mean log2FC of DEGs	*p*-value
Black	2,415	17.8	-2.37	1.82E-52
Blue	6,821	14.2	2.54	6.34E-52
Darkgrey	676	29	-2.42	6.61E-75
Darkseagreen4	96	22.9	2	7.95E-07
Darkslateblue	155	25.8	-1.92	9.22E-14
Floralwhite	169	27.2	-2.13	4.10E-17
Grey60	1,360	21	-2.19	1.07E-54
Pink	2,202	39.9	-2.4	0
Plum	58	34.5	-2.94	4.62E-12
Thistle1	128	13.3	-2.53	0.04
Turquoise	26,420	11.4	2.33	6.15E-45

These modules are listed, as well as the number of genes in each module, the percentage of these genes which were observed to be DEGs, the mean log2 fold change of the DEGs within each module, and the p-value result from the one-proportion Z-test.

### Hub gene identification

Within these stress-associated modules, determined either due to an enrichment of stress-associated GO terms (**Table 1**) or an enrichment of DEGs (**Table 2**), well-connected DEGs were identified as hub genes which may act to coordinate the transcriptional response to early heat stress. These hub genes are seemingly involved in a range of processes, from thermotolerance, to stress hormone signalling and photosynthesis (**Table 3**). However, three of these hub genes, in particular (*TraesCS1B02G384900*, *TraesCS3B02G409300*, and *TraesCS4D02G212300*; **Figure 3**), were deemed to be the most promising candidate hub genes, not only potentially regulating the transcriptional heat stress response (like the other hub genes) but also the physiological heat stress response—thanks to their own likely function, and the likely functions of the genes they are connected to in their respective modules. Both *TraesCS1B02G384900* and *TraesCS3B02G409300* may determine the expression of potentially superfluous genes, as well as the expression of stress hormone signalling repressors and photosynthesis genes, respectively. 

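Of the 20 hub genes of Table 3, 8 were upregulated, 11 downregulated and 1 did not pass the test in edgeR (9 upregulated and 11 downregulated when adjusted over the list alone). The paper chose these genes on the same samples, so their counts are not independent evidence of a response. Sugar transporters stood among the largest rises. The SWEET15-like bidirectional sugar transporter TraesCS7A02G147300 rose from 0.355 ± 0.289 to 16.9 ± 33.5 CPM (SD, n = 13), a log2FC of 5.50 (standard error 0.78, adjusted p = 3.03e-06), and the ERD6-like 4 sugar transporter TraesCS4B02G339800 had a log2FC of 4.93 (standard error 0.887, adjusted p = 6.59e-05). Without the YoGI_324 library the mean of TraesCS7A02G147300 after heat stress was 7.81 CPM, and without that accession its log2FC was 4.57. The log2FC of TraesCS4B02G339800 was 6.39 without YoGI_048. Among the falls, the Bowman-Birk type trypsin inhibitor TraesCS4D02G298300, of a family of protease inhibitors, had a log2FC of -4.88 (standard error 0.915, adjusted p = 0.000107, and -5.80 without YoGI_292) and the phosphoenolpyruvate carboxylase Tappc1bD (TraesCS7D02G333900) a log2FC of -1.76 (standard error 0.208, adjusted p = 2.15e-07), both lower in 13 of 13 accessions. TaGSTU153 (TraesCS2D02G589600), a glutathione transferase, was the gene that did not pass, with a log2FC of 2.83 (standard error 1.24, adjusted p = 0.0672). It passed with the accession as a block (log2FC 4.25, adjusted p = 0.000681) and without YoGI_310 (log2FC 5.97, adjusted p = 0.000111). Without YoGI_292 its log2FC moved the other way, to 1.89 (adjusted p = 0.169). As a set the list showed no shift in a shared direction against other genes (camera adjusted p = 0.384). With 8 genes up and 11 down, camera, which looks for a shift in 1 direction, cannot tell whether they changed more than others. The list passed by fry, which tests the change of the genes themselves (adjusted p = 0.0146 directional and 7.87e-21 mixed, the latter counting changes either way). The call of the hypersensitive-induced response protein 1-like gene TraesCS1B02G164200 (log2FC -2.98, adjusted p = 0.0222) was lost without YoGI_310 (log2FC -1.68, adjusted p = 0.142), and that of the chalcone isomerase-like gene TraesCS5D02G145400 (log2FC 1.93, adjusted p = 0.00718) without YoGI_083 (log2FC 1.46, adjusted p = 0.06). With library sizes alone, 3 of the downregulated hub genes no longer had an absolute log2FC above 1.5, TraesCS1D02G205700 (-1.40), TraesCS7D02G333900 (-1.27) and TraesCS2A02G357800 (-1.33). In YoGI_062 17 and in YoGI_078 18 of the 20 genes moved in the direction of the 13 accessions.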

*TraesCS4D02G212300*, however, may coordinate the expression of a vast suite of heat shock proteins (HSPs), small heat shock proteins (sHSPs), and stress-responsive transcription factors.

**Table 3:** Hub genes identified in stress-associated modules may be strong candidates for regulators of the heat stress response, based on their high number of connections to other genes within stress-associated modules.

Module	Hub Gene	Log2FC	BLAST Hit	Putative function	Reference
Black	*TraesCS1B02G384900*	-2.98	*T. aestivum mitogen-activated protein kinase kinase kinase 18-like*	ABA signal transduction	(Matsuoka et al., 2015)
Blue	*TraesCS4D02G212300*	3.29	*T. aestivum 17.9 kDa class I heat shock protein-like (LOC123097951)*	Thermotolerance	(Chauhan et al., 2012)
Brown	*TraesCS4B02G118900*	2.2	*T. aestivum peroxidase 4-like*	ROS homeostasis, and lignification	(Fernández-Pérez et al., 2015)
Darkgreen	*TraesCS2D02G589600*	1.65	*TaGSTU153*	Uncharacterised	(Wang et al., 2019)
Darkgrey	*TraesCS1D02G205700*	-1.74	*T. aestivum probable protein phosphatase 2C 47/AtPP2CG1*	Abiotic stress response	(Liu et al., 2012)
Darkolivegreen	*TraesCS4D02G364400*	-3.82	*T. aestivum transcription factor GHD7-like*	Nitrogen utilisation, and regulation of flowering time	(Zheng et al., 2019; Wang et al., 2021)
Darkseagreen4	*TraesCS5B02G145800*	2.38	*T. aestivum chalcone isomerase-like protein 2*	Flavonoid synthesis	(Waki et al., 2020)
Darkseagreen4	*TraesCS5D02G145400*	1.62	*T. aestivum chalcone isomerase-like protein 2*	Flavonoid synthesis	(Waki et al., 2020)
Darkslateblue	*TraesCS7D02G333900*	-1.67	*T. aestivum phosphoenolpyruvate carboxylase Tappc1bD*	Photosynthesis and respiration	(Mazelis and Vennesland, 1957)
Floralwhite	*TraesCS1A02G298600*	-2.03	*T. aestivum WRKY transcription factor WRKY24-like*	Stress hormone signalling repression	(Zhang et al., 2015)
Green	*TraesCS5D02G268900*	1.88	*TaGSFT81*	Uncharacterised	(Wang et al., 2019)
Grey60	*TraesCS2A02G357800*	-1.67	*T. aestivum calmodulin-binding receptor-like cytoplasmic kinase 3*	Calcium signalling	(Zeng et al., 2015)
Lightcyan	*TraesCS1B02G221100*	-2.34	*T. aestivum silicon efflux transporter LSI3-like*	Silicon homeostasis	(Yamaji et al., 2015)
Pink	*TraesCS3B02G409300*	-2.52	*T. aestivum protein EARLY RESPONSIVE TO DEHYDRATION 15-like*	ABA signalling repression	(Kariola et al., 2006)
Plum	*TraesCS4D02G298300*	-4.18	*Aegilops tauschii subsp. strangulata Bowman-Birk type trypsin inhibitor*	Protease inhibition	(Gitlin-Domagalska et al., 2020)
Red	*TraesCS7A02G147300*	5.15	*T. aestivum bidirectional sugar transporter SWEET15-like*	Regulation of cell viability under stress	(Seo et al., 2011)
Salmon	*TraesCS1B02G164200*	-1.59	*T. aestivum hypersensitive-induced response protein 1-like*	Hypersensitive response	(Zhou et al., 2010)
Thistle1	*TraesCS5A02G454200*	-1.81	*T. aestivum chlorophyll a-b binding protein of LHCII type 1-like*	Photosynthesis, and ABA signalling	(Liu et al., 2013)
Turquoise	*TraesCS1D02G061400*	1.94	*T. aestivum pentatricopeptide repeat-containing protein At1g09900-like*	Uncharacterised	
Yellow	*TraesCS4B02G339800*	4.2	*T. aestivum sugar transporter ERD6-like 4*	Response to water, and Sugar transport	(Kiyosue et al., 1998)

Each hub gene’s module membership and log2FC are given, as well as their identity and putative function.

**Figure 3:**
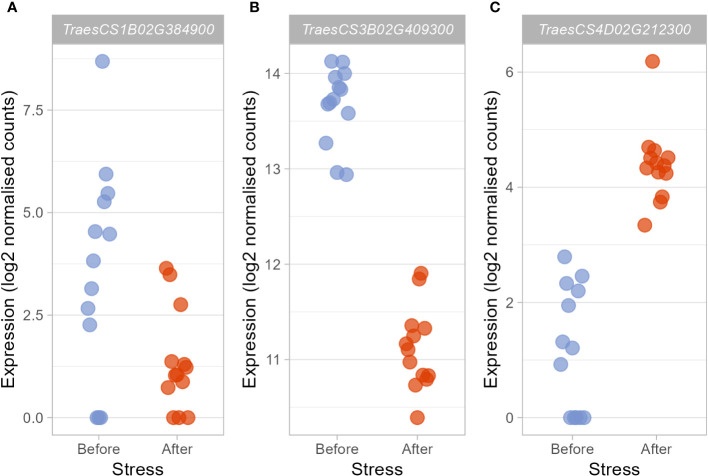
Candidate hub genes which may regulate the heat stress response were differentially expressed after heat stress exposure. Those hub genes deemed to be particularly promising based on their membership within stress-associated modules, their putative function, and the putative functions of the DEGs they were connected to showed varying responses to heat stress. *TraesCS1B02G384900* **(A)** and *TraesCS3B02G409300* **(B)** were significantly downregulated (log2FC = −2.98 and −2.52, respectively), whereas expression of *TraesCS4D02G212300* **(C)** was significantly upregulated (log2FC = 3.29).

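TaERD15-like (TraesCS3B02G409300) fell in 13 of 13 accessions, from 863 ± 208 to 144 ± 45 CPM (SD, n = 13), a log2FC of -2.59 (standard error 0.16, adjusted p = 5.17e-12 from edgeR's quasi-likelihood test). The sHSP hub gene (TraesCS4D02G212300), which encodes a small heat shock protein, rose in 13 of 13 accessions, from 0.12 ± 0.129 to 1.4 ± 0.923 CPM (SD, n = 13), a log2FC of 3.51 (standard error 0.514, adjusted p = 4.78e-06). TaMAPKKK18-like (TraesCS1B02G384900), a protein kinase gene, had 3.07 ± 7.07 CPM before and 0.17 ± 0.244 CPM after heat stress (SD, n = 13), a log2FC of -3.74 (standard error 1.01, adjusted p = 0.00372). Its level was lower after heat stress in 8 accessions, higher in 4 and at 0 in both libraries of 1. In YoGI_062 and YoGI_078 the log2 difference after heat stress was -2.89 and -3.63 for TaMAPKKK18-like, -3.29 and -3.52 for TaERD15-like and 2.42 and 2.44 for the sHSP hub gene. Without the library of YoGI_235 before heat stress, which had 26.2 CPM, the mean of TaMAPKKK18-like was 1.14 CPM and its log2FC -2.73 (adjusted p = 0.00706). With limma on log2(TPM + 1) its log2 difference was -0.46 (adjusted p = 0.0791), no longer past the thresholds. The added 1 compresses log2 differences at low TPM, so the fold threshold says little here for this gene. 

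**Figure D1:**
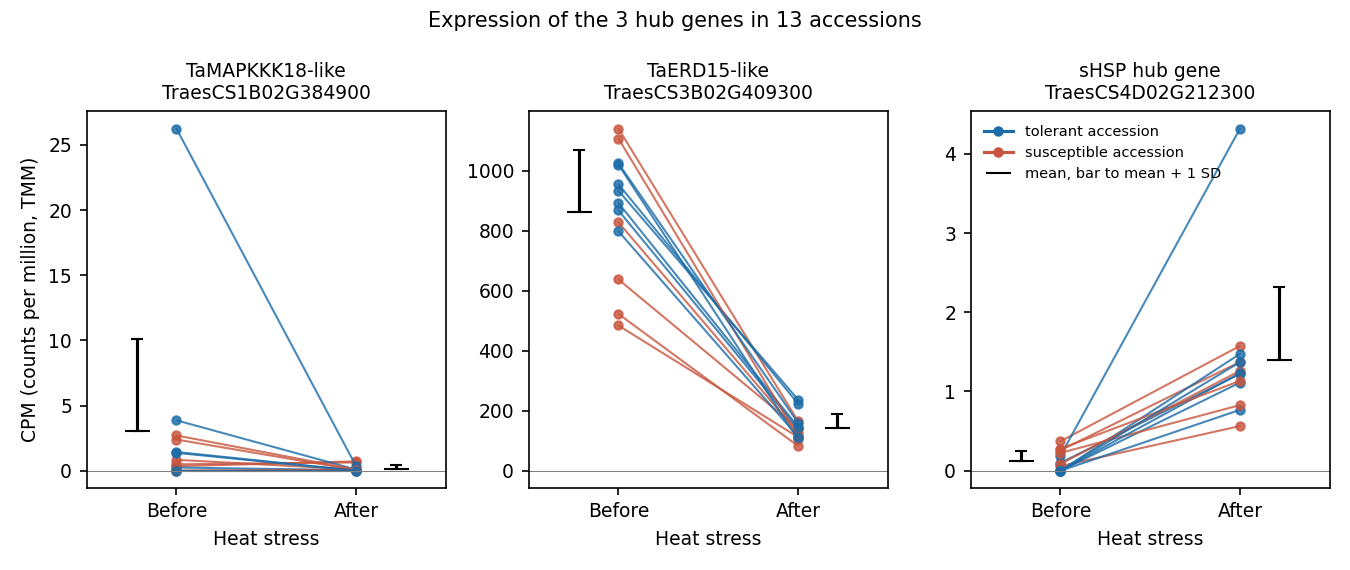
CPM (y axis, scaled by TMM) of the 3 hub genes before and after heat stress (x axis). Each line joins the libraries of 1 of the 13 accessions, coloured by tolerance class, and the black bars run from the mean to 1 SD above it. TaERD15-like falls and the sHSP hub gene rises in every accession, while 1 accession, YoGI_235, lies far above the other 12 for TaMAPKKK18-like before heat stress.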

### qRT PCR validation

qRT-PCR confirmed the patterns of expression for TraesCS3B02G409300 (t-test, *t*(24)=5.09, *p*<0.0001, *n*=26) and TraesCS4D02G212300 (t-test, *t*(19.83)=-6.56, *p*<0.0001, *n*=26), which were found to be down- and up-regulated respectively after heat stress, supporting the role of these genes in activating the early heat stress response. However we were not able to confirm the down-regulation of TraesCS1B02G384900 by qRT-PCR (t-test, *t*(23.59, *p*=0.98, *n*=26).

## Discussion

### Heat stress causes widespread changes in the wheat transcriptome

In the present work, we demonstrate that the expression profiles of almost 8,000 genes in the spring wheat transcriptome are significantly altered by exposure to early heat stress; 5,384 and 2,443 genes being significantly upregulated and downregulated, respectively. Amongst these groups of DEGs, genes with different functionalities were significantly enriched. Perhaps predictably given their importance as part of the heat stress response, genes involved in protein refolding were enriched amongst upregulated DEGs (Wang et al., 2004; Kotak et al., 2007; Al-Whaibi, 2011; Mogk et al., 2018; Tian et al., 2021). As well as disrupting protein homeostasis, periods of elevated temperature will also cause single- and double-stranded breaks in DNA, whilst also halting the progression of the replication fork (Velichko et al., 2012; Kantidze et al., 2016; Han et al., 2021). The need to protect cells against such heat-induced DNA damage is a key part of the heat stress response, shown previously to increase thermotolerance in Arabidopsis (Han et al., 2020) and evidenced by the enrichment of GO terms related to DNA replication and repair amongst upregulated DEGs. Similarly, we observed the enrichment of GO terms related to cell wall processes and lignin biosynthesis—likely evidence of the cell wall remodelling known to occur in plants during periods of high temperature (Yang et al., 2006; Lima et al., 2013; Le Gall et al., 2015; Wu et al., 2018; Pinski et al., 2021), with lignin synthesis being identified as an important thermotolerance mechanism in rice (Cai et al., 2020).

Amongst downregulated DEGs, however, we saw the significant enrichment of many terms related to photosynthesis, and photosystem II (PSII) in particular. PSII is particularly vulnerable to damage by heat stress (Yamamoto, 2016; Wang et al., 2018; Hu et al., 2020); therefore, the abundance of these genes amongst downregulated DEGs suggests a partial shutdown of PSII and, thus, a reduced photosynthetic rate under heat stress. Interestingly, we saw the enrichment of terms related to the general stress response amongst downregulated DEGs, suggesting these genes play no role in the tailored heat stress response. Perhaps related to this, we also found that terms related to the response to drought and salinity were enriched amongst downregulated DEGs, including the orthologue of AtPP2CG1, which responds to abscisic acid and positively regulates salt stress tolerance in Arabidopsis (Liu et al., 2012). It may be possible, therefore, that these genes are downregulated to increase transcriptional capacity for genes involved directly in the heat stress response. Similar widespread downregulation of drought- and salinity-responsive genes under heat stress has not been extensively described previously in similar works in wheat (Qin et al., 2008; Rangan et al., 2020; Azameti et al., 2022; Lee et al., 2022). Nor was a comparable shift seen when we examined the effect of early drought stress on the wheat transcriptome (Barratt et al., 2023b); for example, only 161 (2.99%) of the 5,384 upregulated heat-responsive DEGs identified in the present work were also downregulated under early drought stress in our previous work, whereas almost double this number of upregulated drought DEGs (321) were downregulated in the present work after heat stress exposure.

This perhaps speaks to the similarity of the different abiotic stresses, as although drought, salinity, freezing, and heat stresses all cause damage to protein structure, functionality, and cell membrane stability, there exist stress-specific cellular environments under drought, salinity, and freezing stresses that are not observed in well-watered plants exposed to high temperatures—such as desiccation, ion imbalance, and ice crystal formation. It is those genes involved in responding to these specialised cellular environments, therefore, that are likely to be superfluous under heat stress and, subsequently, are also likely to be downregulated. The same cannot be said for many of the genes involved in responding to heat stress, however, as these genes are largely involved in mitigating the effects common amongst all the abiotic stresses, particularly damage to proteins and membranes. The relatively large crossover potential of such genes in responding to different abiotic stresses, as a result of the similarities in cellular damage caused by these stresses, is evidenced by the fact that 22% (1,184 of 5,384) of the upregulated DEGs identified in the present work were also upregulated after exposure to early drought stress in our previous work (Barratt et al., 2023b), and by the observations of key heat stress-responsive gene families, such as HSPs, acting to enhance tolerance to drought and salinity stresses, as well as heat, in other species (Gao et al., 2012; Li et al., 2016; Zhai et al., 2016; Guo et al., 2020; Jiang et al., 2020; Rahman et al., 2022; Do et al., 2023).

### *TaMAPKKK18-like* and *TaERD15-like* may coordinate a transcriptional shift away from growth and the response to abiotic stresses other than heat

Given that the downregulation of genes likely involved in responding to abiotic stresses other than heat seems to be a substantial constituent of the transcriptional heat stress response in wheat landraces, it was interesting that two of the hub genes identified in the co-expression network were connected to a large number of such downregulated DEGs in their respective modules, with one itself likely playing a role in the cold stress response and cold tolerance. The black module contained almost twice as many DEGs as expected (expected number = 216, observed number = 429, *p* = 1.82E-52) and was enriched in the “Response to abiotic stimulus” and “Response to water” GO terms (FDR-adjusted *p* = 0.004 and 0.019, respectively). *TraesCS1B02G384900*, *TaMAPKKK18-like*, was downregulated under heat stress (log2FC = -2.98, **Figure 3A**) and identified as a hub gene within the black module, being connected to 428 DEGs (100% of the remaining DEGs in the module). 

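TaMAPKKK18-like was covered by few counts, with a median of 13 per library before heat stress (range 0 to 361, n = 13) and of 1 after it (range 0 to 15, n = 13). Among the 13 libraries before heat stress its level was compared with that of 8 connected genes, the late embryogenesis abundant, CBF, cold-shock, ERF, JAZ and WRKY24-like genes that the paper names, which gave a median Pearson r of 0.778 and a median Spearman rho of 0.787 on log2(TPM + 1). The paper picked the connected genes by co-expression in these samples, so the relations are not independent evidence. The highest r was with the JAZ family gene TaTIFY 11e-like, with r = 0.933 (permutation p = 2e-05, adjusted p = 0.0017) and rho = 0.877 (permutation p = 0.00018, adjusted p = 0.0072). Of the 8 relations, 6 had an adjusted p of at most 0.05 over the 83 relations tested. After leaving out YoGI_235 and YoGI_292, the libraries farthest from the median, the median r was 0.638 and none passed. Among the 13 libraries after heat stress the median r was 0.44 and the median rho 0.402, and none of the 8 relations passed. Before and after libraries form separate groups, so no correlation was computed across them.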

Meanwhile, the pink module was identified as particularly associated with the heat stress response as it was significantly enriched in DEGs (expected number = 197, observed number = 879, *p* = 0), whilst also being enriched in the GO terms “photosynthesis” and “cellular response to stimulus” (*p* = 1.5E-33 and 0.001, respectively). The hub gene in the module was *TraesCS3B02G409300*, *Triticum aestivum EARLY RESPONSIVE TO DEHYDRATION 15-like* (*TaERD15-like*). 

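Counts of TaERD15-like ranged from 6077 to 17765 per library before heat stress and from 305 to 4637 after it. In the network it is connected to 4 HVA1 copies, Wrab17.1, 9 chlorophyll a-b binding protein genes and TaRca2, and these 15 genes also fell over the 13 accessions. They were picked in the paper by co-expression in these samples, so neither the falls nor the relations are independent evidence. Among the 13 libraries before heat stress the median Pearson r was 0.067 and the median Spearman rho 0.346, and none of the 15 relations had an adjusted p of at most 0.05. For the 5 HVA1 and Wrab17.1 genes r was above 0 at that stage (0.276 to 0.607, rho 0.412 to 0.665). Among the 13 libraries after heat stress r was below 0 for all 15 relations (median r -0.376, median rho -0.451). Of these, TaRca2 had r = -0.715 (permutation p = 0.0059, adjusted p = 0.045) and rho = -0.698 (permutation p = 0.01, adjusted p = 0.072), and without YoGI_086 and YoGI_235 its r was -0.604 and none of the relations passed.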

*TaERD15-like* was also found to be downregulated under heat stress (−2.52, **Figure 3B**), and was connected to 845 of the 879 remaining DEGs in the module (96%)—all of which were also downregulated.

*TaMAPKKK18-like*’s orthologue (identified *via* Ensembl Plants; Yates et al., 2022) in Arabidopsis, *AtMAPKKK18*, is a key part of ABA-mediated signal transduction, as it acts to phosphorylate proteins in an ABA-dependent manner (Matsuoka et al., 2015). This kinase activity can determine leaf senescence, growth, and stomatal dynamics, as overexpression of the gene led to smaller plants and increased leaf senescence of rosette leaves (Matsuoka et al., 2015), whereas knockout mutants showed more vigorous root growth, as well as increased stomatal aperture (Mitula et al., 2015)—suggesting a link with water use, and subsequently, the drought response. *TaERD15-like*’s orthologue in rice, *OsERD15*, is known to be both expressed more in cold-tolerant varieties and also to be induced during cold stress exposure (Sperotto et al., 2018; Rativa et al., 2020). Rice and wheat ERD15 proteins are relatively poorly characterised; however, in Arabidopsis, they are known to be integral players in the response to abiotic stress, mainly drought and cold, as they act as negative regulators of ABA signalling (Kariola et al., 2006; Aalto et al., 2012). In addition to a likely role responding to cold stress, which would be unrequired under high temperatures, a potential duty repressing ABA signalling may also explain the downregulation of the hub gene here, due to the key roles ABA plays during the heat stress response, including increasing antioxidant activity and sucrose metabolism, as well as upregulating the expression of HSPs and Hsfs (Li et al., 2020).

The likely involvement of both genes in ABA signal transduction, therefore, perhaps explains their identification as hub genes within their respective modules—as the expression of many genes in the wheat transcriptome will respond to this integral signal. *TaMAPKKK18-like*, however, may also be able to have far-reaching effects on gene expression thanks to connections to a suite of heat-responsive transcription factors and signalling proteins: 14% of the DEGs *TaMAPKKK18-like* was connected to in the module were transcription factors (from gene families such as MYB, WRKY, DREB, ERF, and Hsf), whereas *TaMAPKKK18-like* was also connected to 17 differentially expressed JAZ proteins—key repressors of JA-signalling and JA-induced gene expression (Santner and Estelle, 2007; Kazan and Manners, 2012; Wager and Browse, 2012; Sasaki-Sekimoto et al., 2014).

Within their respective modules, *TaMAPKKK18-like* and *TaERD15-like* were connected to a large number of DEGs which appear to be involved in responding to abiotic stresses other than heat. For instance, connected to *TaMAPKKK18-like* in the black module were as follows: homoeologues *TraesCS1A02G423800* (−2.25) and *TraesCS1B02G455900* (−2.51), *Triticum aestivum late embryogenesis abundant 14-A-like* genes, whose orthologue in Arabidopsis increased salt tolerance when overexpressed (Jia et al., 2014); *TraesCS6B02G268100* (−3.57) and its homoeologue *TraesCS6D02G238200* (−4.4), *Triticum aestivum AP2 domain CBF (CBFI)*, which are likely involved in the cold response (Medina et al., 1999); *TraesCS6D02G332500* (−2.58), *Triticum aestivum cold-shock CS120*, which is also likely involved in the response to cold stress thanks to shared sequence identity with regions of cold-response genes in Arabidopsis, such as *AtRAB18* (Lång and Palva, 1992; Lang et al., 1994; Mantyla et al., 1995; Puhakainen et al., 2004); and *TraesCS1D02G263200* (−1.87), *Triticum aestivum ERF019-like*, which encodes an ethylene-responsive transcription factor whose orthologue in Arabidopsis improves drought tolerance and water use, through reduced stomatal aperture and transpiration, when overexpressed (Scarpeci et al., 2017). Similarly, *TaERD15-like* was connected to *TraesCS4B02G332700* (−2.32), *TraesCS4B02G332800* (−2.68), *TraesCS4D02G329500* (−2.21), and *TraesCS5A02G503800* (−2.91)—copies of *Triticum aestivum ABA-inducible PHV A1-like*, also known as *HVA1* or *WCOR615*. 

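All 6 genes of this group fell in edgeR's quasi-likelihood test (6 of 6 also when adjusted over the list alone), with log2FC from -5.13 to -2.48. The paper picked the group on these samples, so its direction is not independent evidence. The late embryogenesis abundant 14-A-like genes, of a family linked to protection against water loss, were the most abundant. TraesCS1B02G455900 fell from 173 ± 123 to 26.2 ± 16.9 CPM (SD, n = 13, log2FC -2.66, standard error 0.353, adjusted p = 1.17e-06) and TraesCS1A02G423800 from 61.9 ± 56.5 to 11.4 ± 10.1 CPM (log2FC -2.48, standard error 0.445, adjusted p = 6.38e-05), each in 13 of 13 accessions. The CBF genes, transcription factors of the cold response, were at low levels, with a median count of 6 for TraesCS6B02G268100 and 15 for TraesCS6D02G238200 before heat stress and of 0 for both after it. Their log2FC were -4.61 (standard error 0.954, adjusted p = 0.00032) and -5.13 (standard error 0.945, adjusted p = 8.67e-05). Without YoGI_235 they were -3.95 and -4.42, and the first was -5.20 without YoGI_048 and the second -6.21 without YoGI_050. ERF019-like (TraesCS1D02G263200) was lower in 8 and higher in 3 accessions (log2FC -3.52, standard error 0.992, adjusted p = 0.00522; -4.65 without YoGI_050 and -2.66 without YoGI_268). As a set the 6 genes were lower than other genes with the preset correlation of camera (adjusted p = 0.000616), but not with an estimated one (adjusted p = 0.0922 with an estimated correlation). All 6 were also lower after heat stress in YoGI_062 and in YoGI_078.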

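The 4 HVA1 copies, late embryogenesis abundant genes induced by ABA, fell in 13 of 13 accessions each. TraesCS4B02G332800 was the most abundant and fell from 519 ± 214 to 76.2 ± 23.3 CPM (SD, n = 13), a log2FC of -2.77 (standard error 0.218, adjusted p = 2.92e-10 from edgeR). The largest fall was that of TraesCS5A02G503800, with a log2FC of -3.08 (standard error 0.379, adjusted p = 4.03e-07). TraesCS4B02G332700 and TraesCS4D02G329500 had log2FC of -2.40 and -2.39 (standard errors 0.19 and 0.38). These copies are near in sequence, and reads may be split between them by the estimation of counts. With Wrab17.1 they form a list of 5 genes that the paper picked on these samples, of which 5 fell (5 also when adjusted over the list alone, camera adjusted p = 1.09e-05, and 0.0346 with an estimated correlation). In YoGI_062 and YoGI_078 all 5 were lower after heat stress too.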

The barley gene, *HVA1*, has been found to increase drought and salinity tolerance when overexpressed in rice and wheat (Xu et al., 1996; Sivamani et al., 2000; Rohila et al., 2002; Chandra Babu et al., 2004; Bahieldin et al., 2005; Chen et al., 2015). 

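Wrab17.1 (TraesCS5A02G503900), a cold-responsive gene, fell from 228 ± 130 to 68 ± 44 CPM (SD, n = 13), a log2FC of -1.79 (standard error 0.395, adjusted p = 0.000597 from edgeR). It was lower after heat stress in 12 of 13 accessions, with log2 differences of -1.55 in YoGI_062 and -4.68 in YoGI_078. With library sizes alone its log2FC was -1.32, no longer past the threshold.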

*TaERD15-like* was also connected to *TraesCS5A02G503900* (−1.58), *Triticum aestivum cold-responsive LEA/RAB-related COR (Wrab17.1)*, another COR protein which has been shown to respond to ABA and cold stress (Tsuda et al., 2000), and may play a role in the biotic stress response (Gaoshan et al., 2018).

Despite both appearing to be involved in determining the downregulation of superfluous drought- and cold-responsive genes under early heat stress, *TaMAPKKK18-like* and *TaERD15-like* may also play key roles in the regulation of other genes involved in separate processes. For instance, reduced expression of *TaMAPKKK18-like* under heat stress may also activate stress hormone signalling, thanks to the co-downregulation of several ABA and JA signalling repressors such as *TraesCS7A02G201200* (−5.43), *TaTIFY 11e-like*, encoding a likely repressor of jasmonate responses due to its membership in the JAZ family (Santner and Estelle, 2007; Kazan and Manners, 2012; Wager and Browse, 2012; Sasaki-Sekimoto et al., 2014); and *TraesCS3A02G347500* (−2.66), *Triticum aestivum WRKY24-like*, whose orthologue in rice is a negative regulator of GA and ABA signalling (Zhang et al., 2015). 

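Both genes fell, as tested in edgeR. WRKY24-like (TraesCS3A02G347500) fell from 109 ± 124 to 13.4 ± 10.5 CPM (SD, n = 13), a log2FC of -3.002 (standard error 0.597, adjusted p = 0.000208), and was lower in 12 of 13 accessions. TaTIFY 11e-like (TraesCS7A02G201200), a member of the JAZ family of jasmonate repressors, had a log2FC of -6.52 (standard error 1.14, adjusted p = 4.68e-05, and -5.30 without YoGI_235) at low counts. Its median count was 12 before heat stress (range 0 to 283, n = 13) and 0 after it (range 0 to 1, n = 13), and it was lower in 9 and higher in 2 accessions. As a list of 2 genes picked on these samples, of which 2 fell (2 also when adjusted over the list alone), they did not pass the set test (camera adjusted p = 0.0781). Both were lower after heat stress in YoGI_062 and in YoGI_078.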

The downregulation of such signalling genes, therefore, may allow key stress hormones to accumulate in plant tissue under heat stress and act as part of the heat stress response (Li et al., 2020).

Similarly, *TaERD15-like* is itself a likely repressor of ABA signalling downregulated under early heat stress; however, we found that it was connected to a large number of genes which seemingly play roles in photosynthesis, largely as part of PSII—the most heat-labile part of the photosynthetic apparatus (Yamamoto, 2016; Wang et al., 2018; Hu et al., 2020). Nine of these downregulated genes, *TraesCS1A02G403300* (−2.79), *TraesCS1B02G432700* (−2.73), *TraesCS1D02G411300* (−2.66), *TraesCS2A02G204800* (−1.87), *TraesCS2B02G220100* (−1.53), *TraesCS5B02G463100* (−3.06), *TraesCS5D02G329200* (−2.61), *TraesCS5D02G464900* (−3.9), *TraesCS7D02G276300* (−2.53), encode Chlorophyll a-b binding proteins, which form antenna complexes in PSII and act to absorb sunlight, transferring excitation energy to PSII to power photosynthetic electron transport (Jansson, 1994; Jansson, 1999). 

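All 9 chlorophyll a-b binding protein genes fell in edgeR's quasi-likelihood test, with log2FC from -4.14 to -1.62. Before heat stress 7 of them had means of 1809 to 6309 CPM. TraesCS5D02G329200 fell from 6309 ± 2080 to 969 ± 452 CPM (SD, n = 13, log2FC -2.71, standard error 0.256, adjusted p = 6.49e-09) and TraesCS7D02G276300 from 5883 ± 1930 to 962 ± 251 CPM (SD, n = 13, log2FC -2.60, standard error 0.193, adjusted p = 1.17e-10). The genes were lower in 13 of 13 accessions, except TraesCS5D02G464900, which was lower in 12 and had 20.6 ± 12 CPM before heat stress (log2FC -4.14, standard error 0.537, adjusted p = 8.36e-07). With TaRca2 they make a list of 10 genes that the paper picked on these samples, all 10 of which fell (10 also when adjusted over the list alone, camera adjusted p = 2.54e-10, and 0.0346 with an estimated correlation). The smallest change was that of TraesCS2B02G220100 (log2FC -1.62, standard error 0.211, adjusted p = 8.83e-07), which with library sizes alone was -1.14 and no longer past the fold threshold. All 10 genes were lower after heat stress in YoGI_062 and in YoGI_078. 

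**Figure D2:**
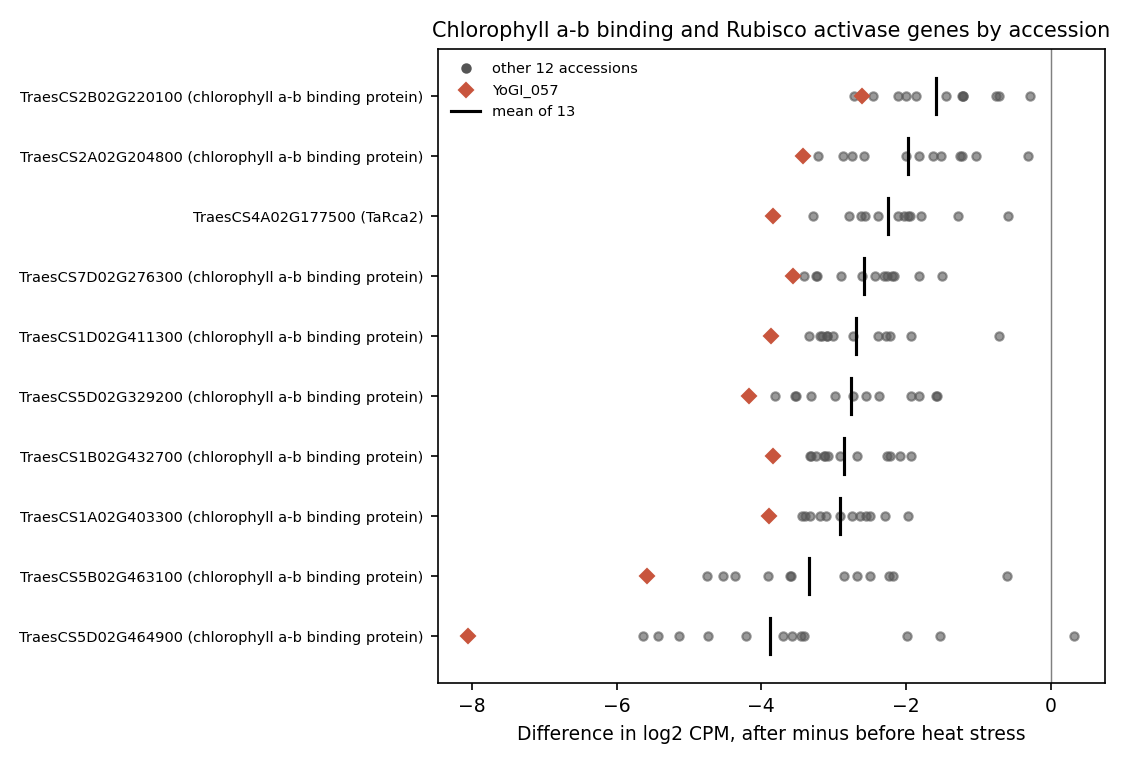
Difference in log2 CPM between the libraries after and before heat stress (x axis) for the 9 chlorophyll a-b binding protein genes and TaRca2 (y axis). Each point is 1 of the 13 accessions, YoGI_057 is drawn as a diamond and the black line is the mean. The differences lie below 0 apart from 1 accession for TraesCS5D02G464900, and YoGI_057 lies farthest to the left for 9 of the 10 genes.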

Under intense heat stress, PSII light-harvesting complexes fall off of thylakoid membranes, subsequently reducing the efficiency of electron transfer, which results in reduced photosynthesis (Janka et al., 2013; Mathur et al., 2014; Hu et al., 2020). There were 16 other DEGs connected to the hub that were constituent parts of the heat-labile PSII reaction centre, all of which were also downregulated under heat stress. The downregulation of these genes, as well as the nine Chlorophyll a-b binding protein genes, suggests inactivation of PSII under heat stress. As well as being connected to genes which are part of PSII, *TaERD15-like* was also connected to *TraesCS4A02G177500* (−2.15), *Triticum aestivum ribulose bisphosphate carboxylase/oxygenase activase A, chloroplastic-like*—otherwise known as *TaRca2* (Caruana et al., 2022). 

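TaRca2 (TraesCS4A02G177500), which encodes an activase of Rubisco, fell in 13 of 13 accessions, from 5457 ± 2360 to 1153 ± 515 CPM (SD, n = 13). This is a log2FC of -2.25 (standard error 0.266, adjusted p = 2.22e-07 from edgeR's quasi-likelihood test). In YoGI_062 and YoGI_078 its log2 difference was -2.76 and -1.53.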

The TaRca2 isoforms are the most heat-labile of the Rubisco activase proteins; meaning, during periods of heat stress, less functional protein is available to remodel the active site of Rubisco to release tightly bound inhibitors, leading to a reduced photosynthetic rate (Salvucci et al., 1985; Bhat et al., 2017; Degen et al., 2021).

The damaging effect of heat stress exposure on PSII activity is well known (Yamamoto, 2016; Wang et al., 2018; Hu et al., 2020); however, here we see evidence that *TaERD15-like* may be playing a central role in this inactivation, as it was connected to a large number of downregulated PSII genes. Downregulation of *TaERD15-like*, therefore, may be a preventative tactic taken by plants to limit the build-up of damaged photosynthesis proteins under heat stress—a wise tactic considering that this is often toxic to cells (McClellan et al., 2005; Gil et al., 2017).

### sHSP hub gene may promote the heat stress response *via* upregulation of thermoprotectants and stress-responsive transcription factors

The blue module was enriched in DEGs (expected number = 610, observed number = 966, *p* = 6.34E-52), but not in any GO terms related to the stress response. 

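The sHSP hub gene was measured at low counts, with a median of 1 per library before heat stress (range 0 to 6, n = 13) and of 23 after it (range 9 to 37, n = 13). Its highest level, 4.32 CPM, was that of YoGI_057 after heat stress, the library with the lowest total count, and rests on 9 counts. The other tolerant accessions lay between 0.768 and 1.47 CPM at that stage. Before heat stress it was at 0 in 5 of 7 tolerant and 0 of 6 susceptible accessions, a difference chosen for testing after it was seen that did not pass over 40 tests of the hub genes (exact permutation test, two-sided p = 0.0128, adjusted p = 0.218). Among the 13 libraries after heat stress the hub gene had a median Pearson r of 0.634 and a median Spearman rho of 0.352 with 19 connected genes, the 11 heat shock protein and chaperone genes and 8 transcription factors that the paper names, and 3 of the 19 relations had an adjusted p of at most 0.05. The connected genes were picked in the paper by co-expression in these samples, so the relations are not independent evidence. The largest r was 0.884, with the ClpB1-like gene TraesCS3D02G273600 (permutation p = 0.0036, adjusted p = 0.037, rho = 0.698 with permutation p = 0.01 and adjusted p = 0.072). Without YoGI_057 the median r was 0.173, and without YoGI_033 and YoGI_057, the libraries farthest from the median, it was 0.224 and none of the relations passed. Among the libraries before heat stress the median r was 0.097 and the median rho 0.138, and 1 of 18 relations passed, which did not hold without the 2 farthest libraries.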

The most well-connected gene in this module, *TraesCS4D02G212300*, *Triticum aestivum 17.9 kDa class I heat shock protein-like* (LOC123097951), was also upregulated under heat stress (3.29, **Figure 3C**). The small HSP (sHSP) hub gene also shares remarkable sequence identity (97%) with *TaHSP26*; a sHSP located in the chloroplast, whose expression is induced by heat stress exposure (Chauhan et al., 2012; Khurana et al., 2013). *TaHSP26* has been known to be involved in thermotolerance for over two decades with Joshi et al. (1997) finding that the gene was expressed in thermotolerant recombinant inbred lines, but not susceptible ones. More recently, further evidence for the gene’s role in increasing thermotolerance has been provided, as when the gene was expressed in *Arabidopsis*, PSII activity, photosynthetic pigment production, biomass, and seed yield under heat stress were all higher than that of WT plants (Chauhan et al., 2012). The present work suggests that the similar gene, and fellow sHSP, *TraesCS4D02G212300* (herein referred to as the “sHSP hub gene”), may act as a key coordinator of the response to early heat stress.

The sHSP hub was connected to 952 of the 966 remaining DEGs in the module, 60 of which were annotated as HSPs. For example, *TraesCS1D02G284000* (2.99), *TaHSP70d*, is a known thermotolerance gene (Hu et al., 2018); *TraesCS2A02G033700* (2.44), *Triticum aestivum heat shock protein 90-1*, shows sequence identity (76%) to *AtHSP81.4*, whereas *TraesCS1A02G340100* (4.87), and homeologues *TraesCS3B02G308100* (5.82) and *TraesCS3D02G273600* (3.6), encode *Triticum aestivum* chaperone protein ClpB1-like and share sequence identity (71%, 72%, and 72%, respectively) with *AtHSP101* (*ClpB1*)—a gene whose expression is known to respond to heat stress, and whose protein aids protein refolding under high temperatures, and facilitates the deaggregation of toxic ubiquitylated protein aggregates *via* interaction with the proteasome (Queitsch et al., 2000; Hong and Vierling, 2001; Tonsor et al., 2008; McLoughlin et al., 2019). 

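Heat shock protein and chaperone genes rose together. All 11 genes of this group that the paper names rose in edgeR's quasi-likelihood test (11 also when adjusted over the list alone), with log2FC from 2.50 to 6.18. TaHSP70d (TraesCS1D02G284000) rose from 12.8 ± 6.34 to 100.7 ± 36.3 CPM (SD, n = 13), a log2FC of 3.00 (standard error 0.227, adjusted p = 1.53e-10). The ClpB1-like genes, related to the disaggregase HSP101, were barely expressed before heat stress, and rose with log2FC of 6.18 for TraesCS3B02G308100 (standard error 0.555, adjusted p = 2.84e-09), 4.91 for TraesCS1A02G340100 (standard error 0.489, adjusted p = 1.55e-08) and 3.94 for TraesCS3D02G273600 (standard error 0.697, adjusted p = 5.48e-05, and 5.00 without YoGI_055), each in 13 of 13 accessions. The heat shock protein 90-1 gene TraesCS2A02G033700 had a log2FC of 2.50 (standard error 0.345, adjusted p = 2.05e-06) and was higher in 12 accessions. The paper picked these genes on the same samples, so their direction is not independent evidence (camera adjusted p = 2.03e-11, and 0.00929 with an estimated correlation). YoGI_057, whose library after heat stress has the lowest total count, showed the largest rise of the 13 accessions in 8 of the 11 genes. In YoGI_062 all 11 genes were higher after heat stress, and in YoGI_078 10 of 11. 

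**Figure D3:**
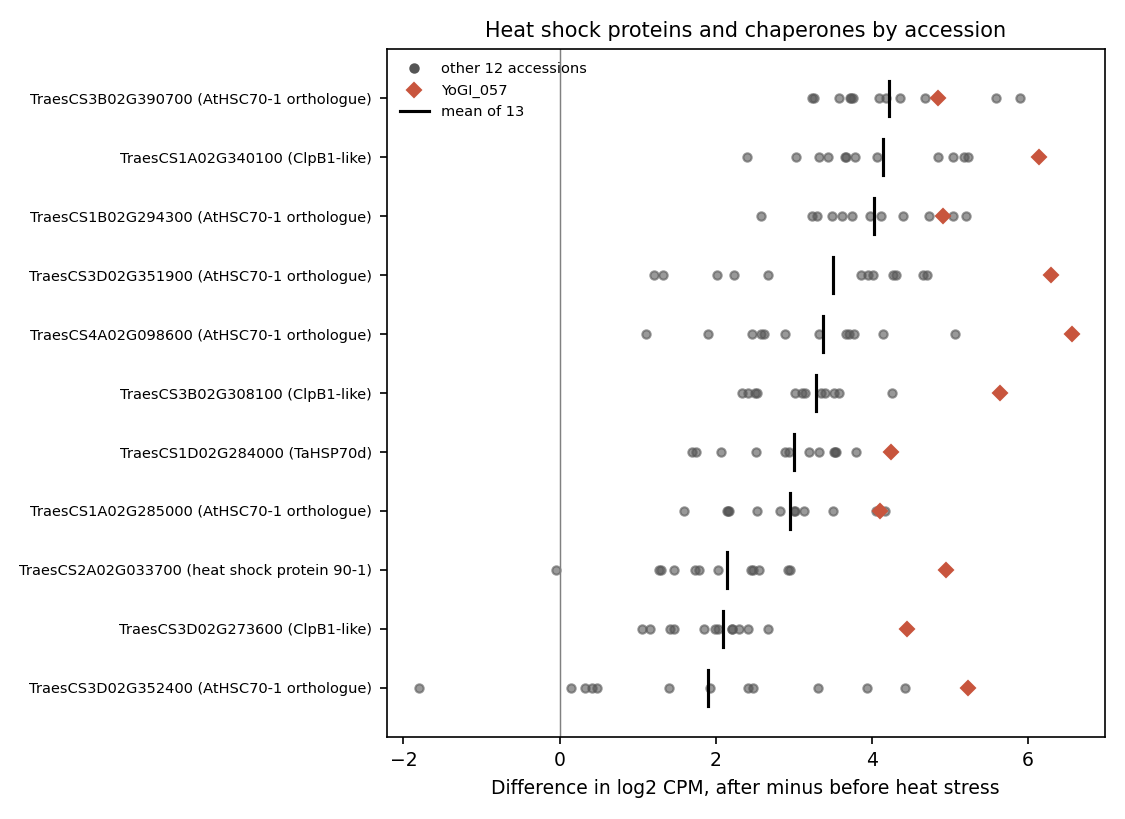
Difference in log2 CPM between the libraries after and before heat stress (x axis) for the 11 heat shock protein and chaperone genes (y axis). Each point is 1 of the 13 accessions, YoGI_057 is drawn as a diamond and the black line is the mean. The means of all 11 genes lie above 0, and YoGI_057 lies farthest to the right for 8 of them.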

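The genes related to AtHSC70-1, a chaperone of the HSP70 family, rose at different levels of expression. TraesCS1B02G294300 rose from 4.75 ± 1.95 to 76.6 ± 24.1 CPM (SD, n = 13), a log2FC of 4.03 (standard error 0.23, adjusted p = 1.56e-12 from edgeR), and TraesCS1A02G285000 from 7.11 ± 3.02 to 54 ± 15 CPM (SD, n = 13), a log2FC of 2.93 (standard error 0.212, adjusted p = 7.3e-11). TraesCS3B02G390700, TraesCS3D02G351900 and TraesCS4A02G098600 had log2FC of 4.36, 4.14 and 3.73 with standard errors of 0.366, 0.733 and 0.517. Without YoGI_086 the log2FC of TraesCS3D02G351900 was 5.00. Each of these 5 genes was higher in 13 of 13 accessions. TraesCS3D02G352400, near the limit of detection with a median count of 0 before and 11 after heat stress, had a log2FC of 2.50 (standard error 0.702, adjusted p = 0.00502) and was higher in 12 accessions. It was at 0 in both libraries of YoGI_078.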

The sHSP hub gene was also connected to six genes: *TraesCS1B02G294300* (4.02), *TraesCS1A02G285000* (2.93), *TraesCS3B02G390700* (4.32), *TraesCS3D02G351900* (3.85), *TraesCS3D02G352400* (2.0), and *TraesCS4A02G098600* (3.58), which share 78% sequence identity with *AtHSC70-1*—a repressor of thermotolerance in Arabidopsis (Tiwari et al., 2020). The upregulation of these six genes, and our previous observation that increased expression of a wheat orthologue of *AtHSC70-1* can be used as a marker for increased thermotolerance (Barratt et al., 2023a), suggests these genes may play positive roles in both thermotolerance and the heat stress response in *T. aestivum*. The majority of the 60 HSPs connected to the hub were fellow sHSPs, a group of proteins known to delay formation of harmful protein aggregates under heat stress and enhance thermotolerance in a wide variety of plant species, such as rice, maize, and poplar (Murakami et al., 2004; Kim et al., 2012; Sun et al., 2012; Zhou et al., 2012; Chen et al., 2014; Merino et al., 2014; Tian et al., 2021). The upregulation of these genes under heat stress in wheat corroborates these observations and suggests that the hub gene may act as a regulator of these crucial protective genes.

The sHSP hub was also connected to a large group of transcription factors known to play key roles in abiotic stress responses in wheat and other species. 

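The 8 transcription factors named by the paper as connected to the sHSP hub gene rose in edgeR's quasi-likelihood test (8 also when adjusted over the list alone), with log2FC from 2.15 to 4.73 for the 7 with counts before heat stress. The paper picked them on these samples, so their direction is not independent evidence. The heat stress transcription factor genes TaHsfB2-4 (TraesCS7B02G168300) and TaHsfB2-3 (TraesCS7A02G270100) rose in 13 of 13 accessions, TaHsfB2-4 from 0.784 ± 0.67 to 3.72 ± 1.83 CPM (SD, n = 13, log2FC 2.20, standard error 0.4, adjusted p = 7.56e-05) and TaHsfB2-3 from 0.307 ± 0.253 to 1.51 ± 1.05 CPM (SD, n = 13, log2FC 2.28, standard error 0.47, adjusted p = 0.000299). As a set the 8 genes were higher than other genes with the preset correlation of camera (adjusted p = 8.86e-05), but not with an estimated one (adjusted p = 0.0584 with an estimated correlation). In YoGI_062 7 and in YoGI_078 5 of the 8 genes were higher after heat stress. The rises in YoGI_078 were small for TaHsfB2-3 and TaHsfB2-4 (log2 differences 0.16 and 0.28, against 1.13 and 1.23 in YoGI_062). They were 0.93 for TaNAC29, 2.27 for TaWRKY19 and 2.92 for the ethylene-responsive transcription factor 1-like gene.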

Expression of homoeologues *TraesCS7A02G270100* (2.05) and *TraesCS7B02G168300* (2.08), *TaHsfB2-3* and *TaHsfB2-4*, respectively, respond to heat stress treatment (Duan et al., 2019), and these genes belong to a family of transcription factors which act to determine the expression of many other stress-responsive gene family members as part of abiotic stress responses, particularly HSPs (Guo et al., 2016). *TraesCS3A02G281900* (1.62), *Triticum aestivum probable WRKY transcription factor 65*, shows some sequence identity (74%) to a small region of its Arabidopsis orthologue, *AtWRKY65*—a gene known to increase thermotolerance and repress thermomorphogenesis when acting alongside its homologues (Qin et al., 2022). However, *TraesCS2D02G414300* (2.72), *Triticum aestivum ethylene-responsive transcription factor ERF105-like*, may act as part of other stress responses. The gene’s orthologue in Arabidopsis is involved in promoting freezing tolerance and cold acclimation (Bolt et al., 2017), suggesting an action as part of the generalised stress response in wheat, as opposed to a tailored response to cold stress. Similarly, the hub is connected to other genes which have previously been described as playing roles in response to stresses other than heat, but their upregulation, and connection to the hub gene, in the present work suggests they may act as part of the general stress response: *TraesCS4B02G176700* (2.03), *TaWRKY19*, has been shown to regulate abiotic stress tolerance when overexpressed in Arabidopsis—leading to increased salt, drought, and freezing tolerance, likely *via* the upregulation of stress-responsive genes such as *DREB2A*, *RD29A*, *RD29B*, and *Cor6.6* (Niu et al., 2012), whereas *Aegilops tauschii subsp. strangulata ethylene-responsive transcription factor 1-like* (*TraesCS4B02G200200*; 1.8) has been shown to prevent disease progression and regulate the expression of genes involved in the biotic stress response (Lorenzo et al., 2003). Likewise, *TraesCS5D02G148800* (4.58), *TaNAC29*, increases salt and drought tolerance when overexpressed in Arabidopsis (Huang et al., 2015), whereas overexpression of the Arabidopsis namesake of *TraesCS5A02G510100* (2.86) *Triticum aestivum zinc finger protein CONSTANS-LIKE 4-like*, *AtCOL4*, led to reduced ABA sensitivity and increased salinity tolerance (Min et al., 2015). 

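TaNAC29 (TraesCS5D02G148800) rose from 0.095 ± 0.153 to 2.78 ± 2.13 CPM (SD, n = 13), a log2FC of 4.73 (standard error 0.629, adjusted p = 1.22e-06 from edgeR, with a mean of 0.0616 CPM before heat stress without the YoGI_050 library), and TaWRKY19 (TraesCS4B02G176700) from 0.891 ± 0.715 to 3.99 ± 2.59 CPM (SD, n = 13), a log2FC of 2.15 (standard error 0.37, adjusted p = 3.86e-05), both in 13 of 13 accessions. The CONSTANS-LIKE 4-like gene TraesCS5A02G510100 had a median count of 1 before and 5 after heat stress (log2FC 2.48, standard error 0.513, adjusted p = 0.000316). ERF105-like (TraesCS2D02G414300) had no count in any library before heat stress and was at least 13.1-fold higher after it on the TMM scale, with 3 counts over the 13 libraries as the floor (adjusted p = 0.00162 in the same test). Of its 49 counts 25 were in the YoGI_292 library, and without that library the bound was 7.03-fold. The calls of WRKY65 (TraesCS3A02G281900, log2FC 2.33, adjusted p = 0.0405) and of the ethylene-responsive transcription factor 1-like gene (TraesCS4B02G200200, log2FC 2.64, adjusted p = 0.0307) rested on few counts, with medians of 0 before heat stress. Leaving out 1 accession ended the first in 11 of 13 cases and the second in 4 of 13, without YoGI_057 with log2FC of 2.03 and 2.13 (adjusted p of 0.0777 and 0.0616). With the accession as a block the log2FC were 3.76 (adjusted p = 0.000819) and 3.75 (0.00161), and without YoGI_310 4.44 (3.95e-05) and 5.19 (9.95e-05).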

The upregulation of such genes in the present work suggests a shared role as part of the general stress response, unlike the downregulated drought-, salinity-, and cold-responsive genes connected to *TaMAPKKK18-like* and *TaERD15-like* which likely act as part of the tailored response to these stresses. The hub’s connection to this suite of upregulated transcription factors, as well as its connection to 60 fellow upregulated HSPs and sHSPs, suggests a new function for the poorly characterised sHSP hub gene as a potential activator of the heat stress response.

Although the role of sHSPs, and TaHSP26 in particular, in acquired thermotolerance and the response to heat stress is widely accepted to be the prevention of protein misfolding and aggregation of heat labile proteins, work by Guihur et al. (2020) suggests that this group of proteins may also act to regulate the activity of signalling proteins, which, in turn, improves thermotolerance by impeding processes such as cell death (Guihur et al., 2020). It may be possible, therefore, that the sHSP hub gene identified in the present work regulates the heat-responsive expression of the genes it is connected to in the co-expression network *via* effects on the activity of these signalling proteins; however, further work is required to determine the exact mechanism by which the sHSP hub gene may indeed regulate the expression of these genes in response to heat stress.

In the present work, we have demonstrated that early heat stress exposure causes large shifts in the wheat transcriptome, with almost 8,000 response DEGs being identified, whereas the likely functionalities of genes being upregulated and downregulated suggests a shift away from growth and development, to stress response and damage mitigation. We also observed the widespread downregulation of genes potentially involved in responding to other abiotic stresses, likely due to the fact that the cellular conditions these genes respond to are not present under heat stress. We then paired these data with the co-expression network to identify heat-associated modules, within which were several promising candidates which may act as regulators of the transcriptional and physiological early heat stress response. Downregulation of two of the most promising candidates under early heat stress (*TaMAPKKK18-like* and *TaERD15-like*) may act to downregulate the expression of these superfluous stress-responsive genes, whereas a sHSP hub gene may activate the expression of HSPs and fellow sHSPs, as well as transcription factors known to play key roles in various abiotic stress responses, including the response to heat. This work, therefore, represents a vital step toward the creation of more thermotolerant wheat varieties, and provides key new insights into the transcriptional response of wheat to early heat stress, as well as candidate genes which may regulate this response.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI gene expression omnibus (GEO) under accession number GSE232367.

## Author contributions

LB and AH conceived and planned the project. LB performed plant growth experiments and RNA extraction. SFO performed transcriptome data mapping and QPCR. LB conducted transcriptomic analyses. LB and SFO wrote the manuscript, and all authors reviewed and edited it. All authors contributed to the article and approved the submitted version.

## Supplementary material

Supplementary Figure 1 Gene Ontology enrichment analysis of DEGs in graphical format: **(A)** Up-regulated genes – Biological Process; **(B)** Up-regulated genes – Cellular Component; **(C)** Up-regulated genes – Molecular Function; **(D)** Down-regulated genes – Biological Process; **(E)** Down-regulated genes – Cellular Component; **(F)** Down-regulated genes – Molecular Function.

How the deposited data were processed for this re-analysis (not part of the article)

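RNA from leaves of wheat landraces was sequenced before heat stress, at day 0 under 22°C by day and 16°C by night, and after 14 days at 35°C by day and 30°C by night, with 18 h of light throughout. The authors pooled RNA from at least 3 plants per accession and condition before library preparation, so each accession gives 1 library per stage. They trimmed the reads with Trimmomatic 0.39, mapped them with Salmon 0.8.1 to IWGSC RefSeq 1.1 and summarised the estimates per gene with tximport. The deposited tables hold 107545 genes in 30 libraries of 15 accessions, as estimated counts that are not normalized, as TPM and as effective transcript lengths in bases. The values of the length table, recorded as a signal other than expression, are the mean length per gene and library, weighted by abundance, that the authors made from Salmon's output with tximport and deposited. The paper uses 13 of the accessions, 7 tolerant and 6 susceptible, which make 26 libraries. YoGI_062 and YoGI_078 have no tolerance class and were used only in fits over all 15 accessions and as single values.

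The estimated counts were rounded to whole numbers, and genes above 0 in at least 10 of the 26 libraries were kept, 68639 in all. The response was tested with edgeR 4.0.16 in R 4.3.3 with TMM factors, estimateDisp, glmQLFit and glmQLFTest, in a model of tolerance class and stage without a term for accession. The tolerance difference came from the same model, and the interaction from a model with the product of both terms. Thresholds were an adjusted p (Benjamini-Hochberg) of at most 0.05 and an absolute log2FC above 1.5, as the paper states them. The standard error of a log2FC is its size over the square root of the quasi-likelihood F. CPM values are scaled by TMM, and log2 CPM uses a prior count of 2. The smallest difference that the tests could find was tested on simulated data with the same numbers of libraries. These were drawn independently, without accession effects, and only genes above a low mean level were changed.

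Gene lists were the genes that the paper names, in its groups, since the files give identifiers without names. Each list was tested with camera from limma 3.58.1 with a preset correlation of 0.01, with an estimated correlation, and with fry. The genes named in the text are those that the paper names, and, for genes past the thresholds, those with the largest changes. For the response these had changed the same way in all 13 accessions and had a mean of at least 5 CPM, and at most 2 each way are given because they have no names. This rule and the alternatives were set before the data were examined, except those listed as chosen later, but the paper's own values had been seen by then.

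Principal components were computed from the 500 most variable genes after the blind variance stabilization of DESeq2 1.42.0. Libraries were clustered on TPM with Euclidean distance and average linkage. Each of the 3 hub genes was compared with the connected genes that the paper names, on log2(TPM + 1), within the 13 libraries before and within the 13 libraries after heat stress, with Pearson's r and Spearman's rho and 100000 permutations (scipy 1.17.1). This gave 84 relations, of which 83 could be tested and were adjusted together, since 1 connected gene had no counts before heat stress. The number of detected genes was compared within accessions with an exact permutation test over the signs, and again after thinning each library to 1655686 counts.

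Alternatives were DESeq2 with its size factors, with and without shrinkage by ashr 2.2.63, the length offset, upper-quartile factors, other filters on low counts, glmTreat, no fold threshold, the accession as a block, limma on log2(TPM + 1), all 15 accessions, and leaving out each accession in turn. For tolerance, the libraries of an accession were also summed, and each stage was tested alone. Chosen after seeing the data were a total count of at least 10, library sizes alone, quasi-likelihood without estimateDisp, the variance stabilization not blind to the design, DESeq2 with the length offset and a total count of at least 10 with and without ashr, and leaving out single libraries. Other groupings of the libraries were drawn at random with a fixed seed, up to 100 per comparison.

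The total count per library ranges from 1655686 to 22264518, and the limits given for a count of 0 and the lower bounds of folds use 3 counts and cover counting error only. The co-expression network, its modules, the GO enrichment and the qRT-PCR were left out. The files hold no qRT-PCR values and no annotation, and the network software was not available.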

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

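Groups of 7 tolerant or 6 susceptible accessions were searched for a single library far from the others (Dixon's test, 95% level). Of 40 groups tested 7 had such a library, where 1 in 20 is the rate for independent, normally distributed values. The values were not transformed and the same libraries recur across groups, so that rate is only a rough guide. It does not hold at all for 2 of the 7, those of TraesCS7B02G476000, because the other values of the group are all 0 and any count would stand apart. The tests of the single library of YoGI_235, of the count depth of TaMAPKKK18-like, of the scaling and of the correlations without YoGI_057 were chosen only after the results were seen.

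Among the tolerant accessions after heat stress, YoGI_057 had a total count of 1655686, against 14052941 to 21245930 in the other 6, and 53998 genes detected, against 65436 to 69600. In the same library the sHSP hub gene (TraesCS4D02G212300) had 4.318 CPM, from 9 counts, against 0.768 to 1.47 in the other tolerant accessions. TaMAPKKK18-like (TraesCS1B02G384900) had 26.25 CPM in YoGI_235 before heat stress, against 0 to 3.87 in the other tolerant accessions, and 0.3584 CPM in YoGI_235 after heat stress, against at most 0.0912. TraesCS7B02G476000 had 0.3125 CPM in YoGI_057 before and 0.05121 CPM in YoGI_235 after heat stress, and was at 0 in the other 12 libraries of tolerant accessions.

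The values of TaMAPKKK18-like and of the sHSP hub gene rest in part on few libraries. For TaMAPKKK18-like, the tables argue against YoGI_235 before heat stress as the whole of the fall, since without that library the log2FC was -2.73 (adjusted p = 0.00706), and against it as the whole of the correlations before heat stress, since without it the median r with the 8 connected genes was 0.672 against 0.778. Single relations lean on it more, as r fell by over 0.2 for 4 of the 8, from 0.537 to 0.127 for TraesCS1B02G455900, 0.836 to 0.397 for TraesCS6B02G268100, 0.768 to 0.479 for TraesCS1A02G423800 and 0.864 to 0.602 for TraesCS6D02G238200. Low counts stay open as a limit on the fall, since only 8 of the 13 accessions were lower after heat stress. That number cannot tell low counts from accessions in which the gene does not fall. Its counts rose from 6 to 14 in YoGI_033, from 8 to 15 in YoGI_050 and from 0 to 1 in YoGI_083 and YoGI_086. For the sHSP hub gene, YoGI_057 after heat stress may carry the correlations of that stage, as the median r with the 19 connected genes was 0.634 with it and 0.173 without it. Low depth does not account for the high level of heat shock genes in that library, since with all libraries thinned to its total count the mean log2 CPM of the 11 heat shock genes was 4.61 there and at most 3.65 in the other 12, and a stronger response of this accession stays open, as untested.

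More genes were detected after heat stress, and more of the changed genes rose than fell. A difference in library size does not account for the number of detected genes, since at an equal 1655686 counts the median difference was 5656 genes, higher after heat stress in 13 of 13 accessions (exact paired permutation test, two-sided p = 0.000244, the smallest that 13 pairs allow). The 100 genes with the most counts do not account for the whole of it. Without them, at an equal 1501468 counts, the median difference was 4637 genes, smaller but at a lower depth. Taking out more of the abundant genes was not tried. The share of genes that rose depends on the scaling, with 67.12% under TMM and 85.83% with library sizes alone, and neither scaling can show how much RNA a leaf held. Heat and 14 days of age are not separated in these libraries, so either stays open as the biological side.

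The genes that differ between tolerant and susceptible accessions were few and moved with the choice of accessions. Chance cannot be excluded for their number, since 77 of 100 choices of 7 of the 13 accessions, the real one included, gave at least the 15 genes, and the highest other gave 204. The test counts the 2 libraries of an accession as independent, and with them summed 0 and 0 genes passed (2108 at an unadjusted p under 0.05). Without YoGI_086 6 genes passed in place of 15, so single accessions weigh on the number. Of the 15 genes, 2 had another of the 15 within 10 places in the order of the identifiers, where random draws of 15 genes gave 0 at their 95th percentile (permutation p = 0.033), so stretches of the genome that differ from the reference in some accessions may contribute to part of the calls. A difference in tolerance itself stays open and was not tested apart from these.

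Chance can be excluded for the number of response genes. Of 100 groupings of 13 of the 26 libraries, 1, the real one, reached its 9990 genes, and the highest other gave 1540. Of 100 groupings that exchanged before and after within accessions, and so part all 13 pairs as the real one does, again 1, the real one, reached it, and the highest other gave 2504. For the interaction, with 0 genes in edgeR (2348 at an unadjusted p under 0.05, and 7 with DESeq2), all 100 groupings gave as many, the highest other being 0. Any grouping reaches a count of 0, so this says nothing about chance.

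Most named genes moved the same way in the accessions that the paper does not use as in the others. Of the 62 genes that the paper names, 58 changed in YoGI_062 in the direction of the 13 accessions, 4 were at the same level in both libraries and 0 moved the opposite way. In YoGI_078 56 changed in that direction, 4 were equal and 2 moved the opposite way, TraesCS1B02G164200 by 0.02 and TraesCS5A02G510100 by -0.65 on the log2 scale. Over the 9990 response genes the share in the same direction was 90.12% in YoGI_062 and 85.77% in YoGI_078.

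Among the genes that the paper does not discuss, TraesCS2A02G534600, which had no count before heat stress, was at least 674-fold higher after it on the TMM scale. This bound pools the accessions, whose counts after heat stress ranged from 1 to 769, and was 481-fold without YoGI_292. The fitted log2FC was 8.42 for TraesCS2A02G034300, -10.46 for TraesCS5D02G054400 and -10.03 for TraesCS5B02G048600.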

How the results depend on the processing

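The alternatives were set before the data were examined, except library sizes alone, quasi-likelihood without estimateDisp, a total count of at least 10, DESeq2 with the length offset and that filter, and leaving out single libraries, which were chosen after seeing the data. Where a number moved and no reason is given, the cause was not tested.

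The number of response genes (6705 up, 3285 down) stayed within 1.5 times under the other alternatives that were run, but not under these. With filterByExpr, which tests fewer genes, 3864 rose, and with glmTreat, which tests against the fold threshold, 1768 rose and 960 fell. Without a fold threshold, 15970 rose and 14420 fell, and with library sizes alone 11251 rose and 1858 fell. Leaving out each accession in turn gave 6363 to 7087 genes up and 3055 to 3461 down.

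The numbers of tolerance genes (10 higher in tolerant, 5 higher in susceptible accessions) moved most. DESeq2 gave 49 and 51, with ashr 37 and 44, and quasi-likelihood without estimateDisp 31 and 65. DESeq2 with the length offset and a total count of at least 10 gave 41 and 52 with ashr and 53 and 59 without it. glmTreat gave 0 and 0, as did edgeR on the summed libraries of each accession, before heat stress only and after heat stress only (2108, 2795 and 2551 genes at an unadjusted p under 0.05). With filterByExpr 2 genes were higher in susceptible accessions, without the library of YoGI_057 after heat stress 3, and without that of YoGI_235 before heat stress 2. Leaving out each accession in turn gave 3 to 18 genes higher in tolerant and 2 to 17 higher in susceptible accessions, in sum 30 without YoGI_033, 27 without YoGI_055, 24 without YoGI_292 and 6 without YoGI_086 against 15 with all. The interaction gave 0 genes with edgeR, with the accession as a block and without any 1 accession, and 7 with DESeq2.

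Of the gene lists, the late embryogenesis abundant and CBF list (adjusted p = 0.0922) and the transcription factors (0.0584) no longer passed with an estimated correlation. By fry the JAZ and WRKY24 list passed (0.000271 directional), as did the hub genes (0.0146 directional, 7.87e-21 mixed), which tests the change of the genes themselves and not against other genes. The hub correlations with an adjusted p of at most 0.05 numbered 7 before and 4 after heat stress, 0 and 0 without the 2 farthest libraries, 3 and 1 on TPM without the log, and 1 after heat stress on log2 CPM. Counting genes at 0 in more than 13 of the 26 libraries removed 41851 genes in place of 19965.

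None of the named genes reversed in the alternatives run on them, which leave out upper-quartile factors, the other filters set before the data were examined, glmTreat and no fold threshold. With the accession as a block, 65 of 66 named genes kept their call and 1, TaGSTU153 (TraesCS2D02G589600), gained it. With limma on log2(TPM + 1) 35 of 66 lost it, TaMAPKKK18-like (-0.46, adjusted p = 0.0791) among the 5 of them whose adjusted p was above 0.05. The added 1 compresses log2 differences at low TPM, so losses by the fold threshold alone say little for genes at low levels. The ClpB1-like gene TraesCS1A02G340100, for example, had a log2 difference of 0.753 with an adjusted p of 4.69e-09 from limma. With library sizes alone 5 of 70 lost their call and 1 gained it. Leaving out each accession in turn, 17 of 858 calls were lost and 1 gained. The other alternatives run on the named genes changed at most 1 call each. Low counts limit TaMAPKKK18-like, the sHSP hub gene, WRKY65 and the ERF genes.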

Differences from the paper's values

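The paper reports 41 tolerance DEGs higher in tolerant accessions, 52 higher in susceptible accessions and 93 in sum, and the values here are 10, 5 and 15. Of the alternatives set before the data were examined, DESeq2 without shrinkage (49, 51 and 100) and with ashr (37, 44 and 81) lay within 1.5 times of the paper's, and the length offset, upper-quartile factors, the filters on low counts, glmTreat, the summed libraries, the single stages and leaving out each accession did not. DESeq2 with the length offset, ashr and a total count of at least 10, chosen after seeing the values, gave the paper's 41 and 52, and the response numbers of the paper too (5384 and 2443), and dropped 0 of the 62 genes that the paper names, while the full lists of the paper could not be compared. Also chosen after seeing the values, the same setting without ashr (53 and 59) and quasi-likelihood without estimateDisp (31 and 65) lay within 1.5 times of the paper's. Of the 93 genes of that setting, 15 were also called by edgeR, and of its 7827 response genes 7588 were.

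Of the 62 genes with a log2FC in the paper, 6 differed, 5 of them by more than the standard error here. The other 1, with a lower bound here, differed by more than 1.5 times the paper's fold. The paper shrank its log2FC with ashr and the values here are not shrunken, so these are unlike measures. TaGSFT81 (TraesCS5D02G268900) has 1.88 in the paper and 3.63 here, and ERF105-like (TraesCS2D02G414300), which had no count before heat stress, 2.72 in the paper and at least 3.71 here, since the fitted value depends on the prior count. Of the 49 counts behind that bound 25 are in YoGI_292, and without both libraries of that accession it is 2.72, which does not differ. The bound in place of the fitted value was chosen after seeing the values. The silicon efflux transporter LSI3-like gene (TraesCS1B02G221100) has -2.34 in the paper and -3.80 here, the hypersensitive-induced response protein 1-like gene (TraesCS1B02G164200) -1.59 in the paper and -2.98 here, the CBF gene TraesCS6B02G268100 -3.57 in the paper and -4.61 here, and ERF019-like (TraesCS1D02G263200) -1.87 in the paper and -3.52 here. For these 6 genes DESeq2 with ashr, set before the data were examined, did not differ from the paper, and DESeq2 without shrinkage, the length offset, all 15 accessions and limma did. The accession as a block did not differ for TraesCS6B02G268100 alone. Leaving out 1 accession did not differ for ERF105-like without YoGI_292, TraesCS1B02G221100 without YoGI_086, TraesCS1B02G164200 without YoGI_310, TraesCS1D02G263200 without YoGI_268, and TraesCS6B02G268100 without any of YoGI_055, YoGI_235, YoGI_268, YoGI_310 and YoGI_324. Of the settings chosen after seeing the values, library sizes alone did not differ for TraesCS1B02G164200 and TraesCS6B02G268100, nor did leaving out the library of YoGI_235 before or that of YoGI_292 after heat stress for TraesCS6B02G268100, nor that of YoGI_292 after heat stress for ERF105-like, with a bound of 2.81.

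With DESeq2, the length offset, ashr and a total count of at least 10, chosen after seeing the values, 61 of the 62 log2FC lay within 0.01 of the paper's. The exception was CONSTANS-LIKE 4-like (TraesCS5A02G510100), with 2.86 in the paper and 2.16 under that setting.

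The paper lists TaGSTU153 (TraesCS2D02G589600) among the upregulated hub genes. Here it did not pass (adjusted p = 0.0672), and it passed with DESeq2, with ashr, with the accession as a block, without YoGI_310, and, chosen after seeing the values, with library sizes alone and with DESeq2, the length offset, ashr and a total count of at least 10.

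The paper's filter, as its text words it, keeps 68639 genes here, and the number that the paper gives, 75732, is that of the genes with a total count of at least 10, a setting chosen after seeing the values. The paper states a mean of 2888493 reads kept after trimming, and 25 of the 26 libraries have a total count above it.

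The points of Fig. 2A, read by eye, were set against positions from the variance stabilization not blind to the design. That setting used the length offset and a total count of at least 10, and was chosen after seeing the data. Once both axes are flipped, 26 of 26 points lie within about 0.59 of these positions. Of the labels 0 of 26, and of the colours for before and after 0 of 26, then match the libraries at those positions. With the other directions of the axes 16 to 20 libraries found a point of their own, at distances up to about 24.6. With PC1 not flipped the colours match for 26 of 26, so the mismatch of the colours depends on the flip. Only 16 or 20 libraries then found a point of their own, so the positions match under the flip of both axes alone. Under that flip the labels are exchanged in pairs, such as YoGI_057 after with YoGI_310 before heat stress. The stage labels of the files give the directions that the paper states in its text, with 61 of 62 log2FC within 0.01 as above, and its qRT-PCR found TaERD15-like lower and the sHSP hub gene higher after heat stress, with log2FC of -2.59 and 3.51 here. For TaMAPKKK18-like its qRT-PCR did not find the fall, which has a log2FC of -3.74 here.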

Other observations

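The libraries of an accession are alike beyond their stage. Over 45767 genes, with the mean of each stage removed, the correlation between the before and the after library of an accession was 0.389 to 0.682 and was the highest for its own partner in 13 of 13 accessions. By this measure no library belongs to another accession, and it does not test the labels of the stages.

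YoGI_057 showed the largest change of the 13 accessions in 9 of the 10 chlorophyll a-b binding and Rubisco activase genes and in 4 of the 8 transcription factors, and YoGI_292 in all 5 HVA1 and Wrab17.1 genes.

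Over the subgenomes of wheat, 14.11% of the tested genes of A, 13.84% of B and 15.67% of D passed the response thresholds. The share that rose among them was 67.09%, 66.27% and 67.63% (chi-squared test, p = 0.497 for a difference in the split, across genes, which are not independent replicates).

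None of 40 exact permutation tests between tolerant and susceptible accessions, for the 20 hub genes at each stage, passed after adjustment. They were chosen after the data were seen. The lowest p were 0.0105 for TaGSFT81 after heat stress and 0.0128 for the sHSP hub gene before it, with 0.0408 CPM in tolerant and 0.212 CPM in susceptible accessions.

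Of 79 tolerance genes called by DESeq2 with the length offset, ashr and a total count of at least 10, and tested here, 18 had another within 10 places in the order of the identifiers, and the most that 10000 random draws gave was 10 (permutation p = 1e-04, the smallest they can give).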
